# Transcriptome Profiling and Molecular Pathway Analysis of Genes in Association with Salinity Adaptation in Nile Tilapia *Oreochromis niloticus*

**DOI:** 10.1371/journal.pone.0136506

**Published:** 2015-08-25

**Authors:** Zhixin Xu, Lei Gan, Tongyu Li, Chang Xu, Ke Chen, Xiaodan Wang, Jian G. Qin, Liqiao Chen, Erchao Li

## Abstract

Nile tilapia *Oreochromis niloticus* is a freshwater fish but can tolerate a wide range of salinities. The mechanism of salinity adaptation at the molecular level was studied using RNA-Seq to explore the molecular pathways in fish exposed to 0, 8, or 16 (practical salinity unit, psu). Based on the change of gene expressions, the differential genes unions from freshwater to saline water were classified into three categories. In the constant change category (1), steroid biosynthesis, steroid hormone biosynthesis, fat digestion and absorption, complement and coagulation cascades were significantly affected by salinity indicating the pivotal roles of sterol-related pathways in response to salinity stress. In the change-then-stable category (2), ribosomes, oxidative phosphorylation, signaling pathways for peroxisome proliferator activated receptors, and fat digestion and absorption changed significantly with increasing salinity, showing sensitivity to salinity variation in the environment and a responding threshold to salinity change. In the stable-then-change category (3), protein export, protein processing in endoplasmic reticulum, tight junction, thyroid hormone synthesis, antigen processing and presentation, glycolysis/gluconeogenesis and glycosaminoglycan biosynthesis—keratan sulfate were the significantly changed pathways, suggesting that these pathways were less sensitive to salinity variation. This study reveals fundamental mechanism of the molecular response to salinity adaptation in *O*. *niloticus*, and provides a general guidance to understand saline acclimation in *O*. *niloticus*.

## Introduction

Salinity is one of the most significant factors regulating distribution, abundance and diversity of aquatic animals [1]. Due to diverse distributions of aquatic animals from freshwater to brackish or marine water, various physiological strategies have been evoluted for salinity adaptation [2, 3]. To reveal the adaptive processes of aquatic animals in salinity acclimatization, most studies have focused on growth [3], distribution [4], osmoregulation [5], production [6] and physiological responses [7, 8]. However, the underlying mechanism of salinity adaption in fish has not been well understood especially at the molecular level such as integrated molecular pathway responses. The existing literature in molecular biology is limited to specific gene cloning, function determination and biological pathways [9, 10], and little is known on the overall responsive pathways relevant to adaptive mechanism in fish to salinity changes.

*Oreochromis niloticus* is a unique model species to study salinity adaptation as it can live in a wide range of salinities [11, 12]. In the past decade, research on *O*. *niloticus* in brackish water has been confined to the influence of salinity on physiology, development and breeding [13–15]. Recently, studies in molecular biology have examined the influence of salinity on the expression of target genes such as the mRNA expression of Na^+^, K^+^-ATPase [16], renin-angiotensin system genes [17], transient receptor potential vanilloid 4 [18], growth hormone and somatolactin [19]. These fragmental studies have provided a basis to further explore adaptable strategies of *O*. *niloticus* to saline water. Therefore, there is a need to further study saline acclimatization of *O*. *niloticus* at a transcriptional level to reveal more fundamental mechanism in osmoregulation.

In fish, hepatopancreas is an important organ in energy metabolism [20] and detoxification [21, 22]. A recent study shows that hepatopancreas can help maintain salt and fluid balance under salinity chanlenge in Senegalese sole (*Solea senegalensis*) [23]. Salinity challenge adds more stress on aquatic animals [3], and therefore more energy is needed to maintain homeostasis [24]. As hepatopancreas plays mutiple functions in fish, it is an ideal organ to test its reponse to salinty challenge through a comprehensive molecular approach.

With the rapid advances in molecular technologies, it has become possible to explore the ecological and physiological mechanisms regulating distribution and function of aquatic organisms [25]. Multiple approaches using transcriptome, digital gene expression and proteomics have been developed to further understand the molecular change in cells and tissues of fish under salinity challenge [26, 27]. The transcription profiling method has been used to investigate the change of reference genes under environmental stress [26, 28]. The transcriptomic analysis is essential to explain the underlying functional elements of the genome and can lay a foundation to help understand the ability of an organism to cope with various stress [29]. With the emergence of transcriptome sequencing, RNA-Seq has significantly improved the gene coverage and increased the sensitivity for differentially expressed genes [30].

Therefore, the present study used RNA-Seq to reveal the hepatopancreas transcriptome differences of *O*. *niloticus* at different salinities. The pathways and genes that respond to salinity were obtained and analyzed. The results will provide an insight into the underlying mechanism of salinity acclimation in *O*. *niloticus* and its homologous species.

## Results

### Characteristics of the RNA-seq data

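The data behind the results are 1 single-end Ion Proton library of poly(A) RNA per salinity. Each library came from a pool of equal amounts of hepatopancreas RNA of 8 fish kept at 0, 8 or 16 psu, drawn from 3 tanks per salinity, and the 3 libraries were sequenced on 1 chip. The salinity was raised by 4 psu per day, and the fish were fasted for 24 h before sampling. The paper's methods give 25 fish per tank, an initial weight of 0.88 g, 8 weeks of rearing and a diet of 35% crude protein and 3% crude lipid. The labels deposited with the libraries give 30 fish per tank, 2.2 g, 5 weeks, 36% and 5.6%. The authors filtered the reads, mapped them with MapSplice to the Orenil1.1 genome and deposited raw counts of reads per gene. How reads that match several genes were counted is not stated in the sources used here, so the reads of close paralogs could have been split between them. The counts summed to 14627514 at 0 psu, 13628578 at 8 psu and 16112951 at 16 psu, and the values here use these counts. The paper gives 19.2M, 18.4M and 20.6M unique mapping reads for the same libraries. The 10 genes with the most counts took 22.8% of the counts at 0 psu, 23.6% at 8 psu and 21.9% at 16 psu. From the counts, the 16573 genes with at least 10 counts in at least 1 library were kept, and the library sizes were scaled by the TMM method of edgeR over the 3 libraries. Log2 fold changes were computed on CPM plus 0.5, a scale on which the change of a gene with few counts is understated. A gene with 0 counts could lie below 3 counts, which is 0.205 CPM at 0 psu, 0.220 CPM at 8 psu and 0.186 CPM at 16 psu. A gene passed the criteria for a difference when its fold change was above 2 or below 0.5 and its Benjamini-Hochberg adjusted p from a two-sided exact binomial test on the reads was under 0.05. With 1 library per salinity no difference has a replicate check: the test compares the reads of 2 libraries, not the salinities, and the intervals given cover counting error only.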

A total of 83.7 million reads were obtained, including 25.3 million reads in 0 practical salinity unit (psu), 27.7 million in 8 psu and 30.7 million in16 psu. After filtration, a total of 70.6 (81.4%) million reads (average length = 110 bp) were generated for subsequent analysis, including 25.1 (90.6%) million reads in 0 psu, 22.6 (81.2%) million in 8 psu and 22.9 (81.8%) million in 16 psu. The unique mapping reads were 19.2 (83.9%) million in 0 psu, 18.4 (81.5%) million in 8 psu and 20.6 (82.0%) million in 16 psu (Table 1).

**Table 1:** Summary statistics of the RNA-seq data.

Sample Name	0‰	8‰	16‰	Total	Average
Total reads (×10^6^)	25.3	27.7	30.7	83.7	27.9
Total reads after (×10^6^)	22.9	22.6	25.1	70.6	23.5
Reads filter (%)	90.6	81.7	81.8	84.3	84.2
Mapped reads (×10^6^)	19.6	18.8	20.9	59.3	19.7
Mapping rate (%)	85.5	83.0	83.5	84.0	83.8
Unique mapping (×10^6^)	19.2	18.4	20.6	58.2	19.4
Unique mapping rate (%)	83.9	81.5	82.0	82.4	82.6

### Differentially expressed genes and series clusters

The identification of genes was based on the Nile tilapia genome. To provide the gene annotation, the nucleic acid sequences of the genes were compared to the genomes of zebrafish, human, mouse and rat based on the amiGo database. 

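The deposited count table listed 29605 gene identifiers, each present once. Of these, 25953 were mRNA genes, 3123 were miscellaneous RNAs, 460 were non-coding RNAs, 68 were tRNAs and 1 was an rRNA. A count of at least 1 was found for 23776 genes in at least 1 library, and 5829 genes were at 0 in all 3 libraries. The number of genes with a count was 20828 at 0 psu, 20893 at 8 psu and 21749 at 16 psu. At least 100 counts in 1 library were reached by 8291 genes. The identifiers were 27855 locus numbers and 1750 symbols. The gene name table used here held 23652 of the locus numbers and gave a symbol to 13937 of them, so that a gene without a symbol could not be matched to a gene named in the text.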

Finally, a total of 296,000 genes were annotated. 

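Of the 16573 genes tested, 1617 passed both criteria in the 0 vs 8 psu set, with 733 higher and 884 lower at 8 psu. In the 0 vs 16 psu set 1834 genes passed, of which 960 were higher and 874 lower at 16 psu. The 8 vs 16 psu set gave 917 genes, 564 higher and 353 lower at 16 psu. The alternative that moved these numbers most as a ratio was an edgeR exact test with an assumed biological coefficient of variation of 0.4, which left 38, 96 and 55 genes. A fold limit of 1.5 moved them by more genes, to 3580, 4020 and 2071. The split between higher and lower genes depended on the scaling of the libraries. With total counts in place of TMM the median log2 fold change of all genes was 0.12 in the 0 vs 8 psu set and 0.14 in the 0 vs 16 psu set, against 0.00 with TMM in the first of these. The genes that passed were then 993 higher and 701 lower at 8 psu, and 1245 higher and 666 lower at 16 psu against 0 psu. Among the unchanged genes of simulated libraries with a biological coefficient of variation of 0.2, 383 and 319 of 15951 genes passed in the sets with 0 psu. The variation between such pools is not known here, and a larger one would let more unchanged genes pass.

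**Figure D1:**
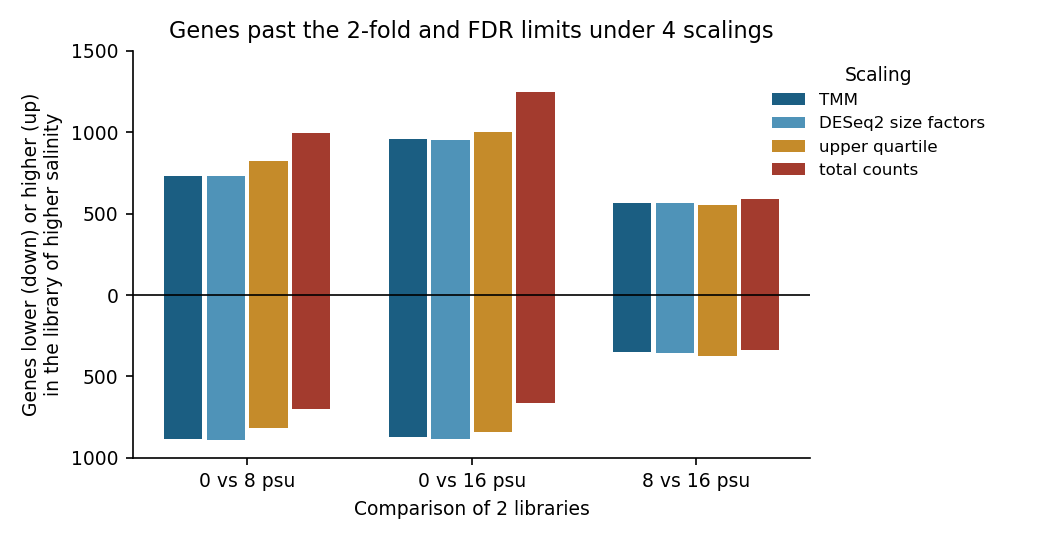
Number of genes that passed the fold and false discovery criteria, higher and lower in the second library of each set, under 4 scalings of the library sizes. In the 0 vs 8 psu set the lower genes outnumber the higher ones with TMM (884 against 733), and the order is the opposite with total counts (701 against 993).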

A total of 934, 1087 and 734 genes were differently expressed with either a fold change >2 or a fold change <0.5 (P < 0.05, FDR < 0.05) in the 0 vs 8 psu set, 0 vs16 psu set and 8 vs 16 psu set, respectively. 

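The genes that passed in at least 1 of the 3 sets numbered 2927. Of the 1617 genes in the 0 vs 8 psu set, 799 (49.4%) also passed in the 0 vs 16 psu set, and 97.4% of those changed in the same direction. Both sets use the same 0 psu library, so chance in that library alone gives shared genes. For the unchanged genes of simulated libraries with a biological coefficient of variation of 0.2, 12.0% of the genes of the one set recurred in the other, 100% of them in the same direction. The value of 0.2 was assumed. The 3 libraries taken as 1 group gave 0.309, which includes any difference between the salinities. No simulation was run at that value, so the share that chance gives could be larger than 12.0%. The 0 vs 8 psu and 8 vs 16 psu sets shared 286 genes, the 0 vs 16 psu and 8 vs 16 psu sets shared 423, and 67 genes passed in all 3. Each gene of the union was then assigned to the 1 of 8 model profiles with which its 3 values of log2(CPM + 0.5) had the highest Pearson correlation. With 3 values per gene every one of the 2927 genes reached the minimum correlation of 0.85 with some profile.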

Based on the comparison among these three groups, we obtained 1852 genes in differential gene unions and conducted eight types of unique model expression tendencies according to the amount of mRNA in relevant genes (Fig 1A and 1B). 

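The union of 2927 genes fell into 8 tendencies of 288 (tendency 0), 671 (1), 276 (2), 149 (3), 377 (4), 328 (5), 524 (6) and 314 genes (7). Permuting the 3 libraries within each gene over all 6 orders gave the number that each profile takes up by its shape alone. These means were 230 genes for tendencies 0 and 7, 437 for tendencies 1 and 4, 309 for tendencies 3 and 6, 414 for tendency 2 and 562 for tendency 5. The observed number was above the permuted mean in tendencies 0, 1, 6 and 7, and below it in tendencies 2, 3, 4 and 5. With total counts as the library sizes tendency 0 fell below it (217 genes against 248), and the other tendencies kept their side. No p-value was computed, since genes measured in the same 3 libraries are not independent replicates. As a ratio, a profile of 2-fold steps moved single tendencies most, and left 14 genes in tendency 0 and 14 in tendency 7. It left 672 genes unassigned. A minimum of 100 counts, with a smaller union of 1050 genes, gave fewer genes in every tendency. It moved tendency 1 by more genes than 2-fold steps moved any tendency, to 282.

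**Figure D2:**
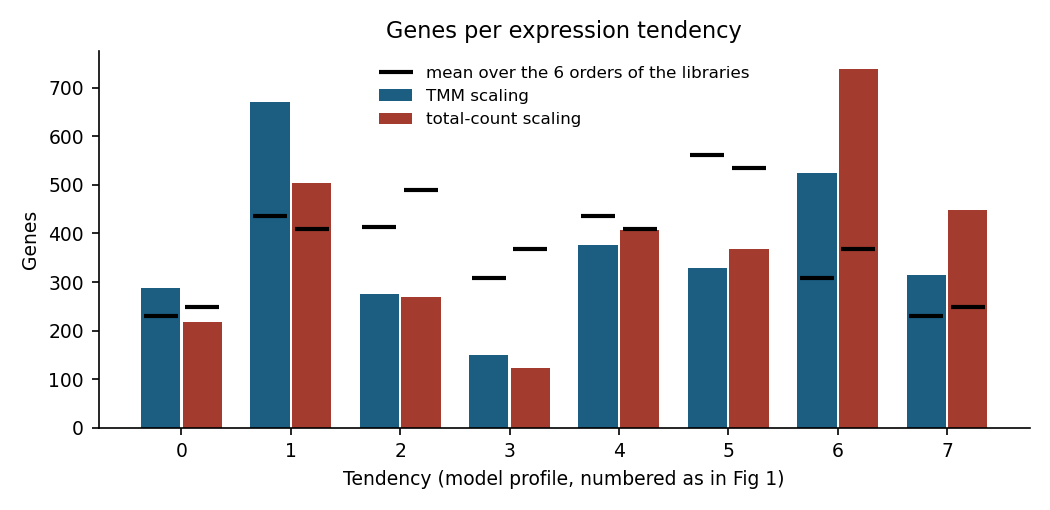
Number of genes in each of the 8 tendencies with TMM and with total counts as the library sizes, beside the mean number over the 6 orders of the 3 libraries. The observed number exceeds the permuted mean in tendencies 1, 6 and 7 with either scaling and in tendency 0 with TMM only.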

Tendencies 1, 6 and 7 were significantly different as calculated with Fisher’s exact test and the multiple comparison tests (P < 0.05). 

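With TMM scaling tendency 1, in which expression falls from 0 to 8 psu and then stays, held 671 genes, and the next largest, tendency 6, held 524. The ranking was recomputed under 11 alternatives. In 10 of them tendency 1 again held the most genes. With total counts as the library sizes tendency 6 held 739 genes and tendency 1 held 503, so the order of the 2 tendencies rests on the scaling.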

Tendency 1 contained the most differentially expressed genes. Because tendency 2 and tendency 5 shared the same expressed genes without difference between the freshwater control and 16 psu, the analysis of these two tendencies was meaningless and not conducted.

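Tendency 2 (lower at 8 psu only) held 276 genes and tendency 5 (higher at 8 psu only) held 328. Of the 276 genes in tendency 2, 11 passed the criteria in the 0 vs 16 psu set, as did 2 of the 328 genes in tendency 5. In the 0 vs 16 psu set the median log2 fold change was -0.17 in tendency 2 and 0.20 in tendency 5. A minimum correlation of 0.95 left 161 genes in tendency 2 and 186 in tendency 5.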

**Fig 1:**
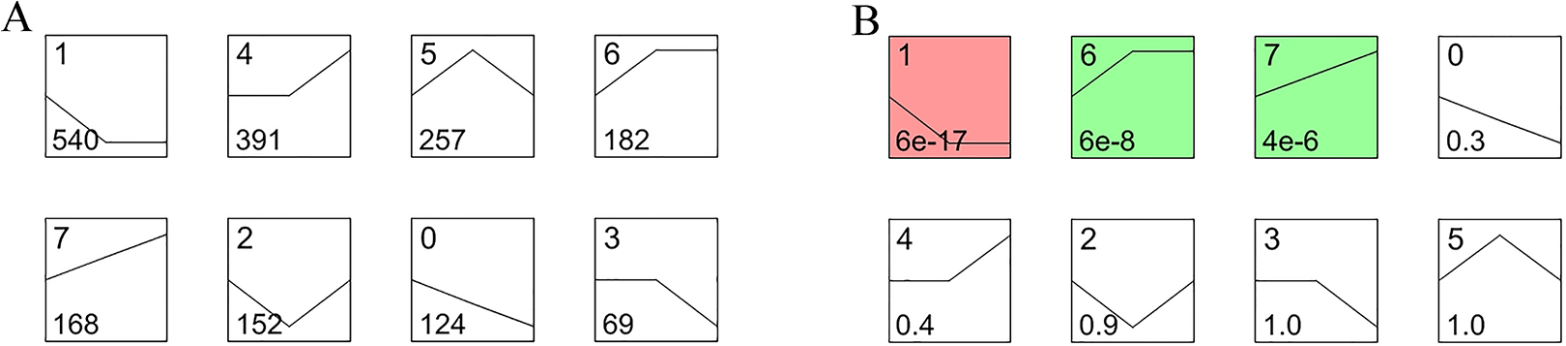
Eight types of gene change tendencies signed with gene numbers. (A): Numbers cited at the upper left corner represent each tendency. Figures cited at the lower left corner represent the number of genes in the tendency. (B): Numbers cited at the upper left corner represent each tendency. Numbers marked at the lower left corner represent the P-value of each tendency type. The colors represent significantly different levels.

### GO and Pathway analysis

Gene ontology (GO) analysis involved annotated genes from functionally known species, and the gene products were divided into three categories: molecular function, cellular component and biological process. The unions of significantly enriched GO terms (P < 0.05) under biological processes containing three groups were divided according to different tendencies. There were 229 GO terms in tendency 0, 210 terms in tendency 1, 145 terms in tendency 3, 265 terms in tendency 4, 122 terms in tendency 6, and 152 terms in tendency 7 (Table 2).

**Table 2:** GO terms and GO pathways (P<0.05) with all differently expressed genes.

Tendency	0	1	3	4	6	7
GO terms	229	210	145	265	122	152
Different genes	107	453	51	324	139	132
KEGG pathways	7	19	4	26	10	10
Different genes	46	213	18	161	44	59

The Kyoto encyclopedia of genes and genomes database was used to obtain significantly changed pathways containing differentially expressed genes. 

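The genes of tendencies 0 and 7, with a change in the same direction at each step of salinity, numbered 602, of which 288 fell and 314 rose. Tendencies 1 and 6, with a change between 0 and 8 psu only, held 1195 genes, 671 of them lower and 524 higher. Tendencies 3 and 4, with a change between 8 and 16 psu only, held 526 genes, 149 of them lower and 377 higher. The genes of tendencies 2 and 5 numbered 604. Membership of a category is set by the shape of 3 single values and has no error estimate. In tendency 7, for example, 47 of the 314 genes passed the criteria between 0 and 8 psu and 40 between 8 and 16 psu, while all 314 passed between 0 and 16 psu.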

We divided the 6 tendencies into 3 categories (Tables 3–5): constant change (containing tendencies 0 and 7), change-then-stable (containing tendencies 1 and 6) and stable-then-change (containing tendencies 3 and 4). Because tendencies 2 and 5 had no difference between the freshwater control and 16 psu, these pathways were not further analyzed. 

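The symbols listed in Table 3 were matched by name to loci of the count table, and all matching loci were used. Of the genes listed for steroid biosynthesis, 5 of 5 loci were higher at 16 than at 0 psu and 4 passed the criteria. Not all loci of the other pathways went the listed way: for arginine and proline metabolism 1 of 2 matched loci was higher (otc, while odc1 had -0.72), and for protein digestion and absorption 4 of 6 were. For the complement and coagulation cascades 3 of 3 matched loci were higher and 1 passed. Both matched loci of fat digestion and absorption (dgat2 and mogat2) were lower and passed. A single matched locus was above the count minimum for retinol metabolism (dgat2, lower, passed), for steroid hormone biosynthesis and ovarian steroidogenesis (hsd17b7, higher, not passed) and for porphyrin and chlorophyll metabolism (higher, passed). For sulfur metabolism and, among the genes that fall, for vitamin digestion and absorption, chemical carcinogenesis and the metabolism of xenobiotics by cytochrome P450, no listed symbol had a locus of that name. The direction of these listed genes was the same with 3 other scalings of the library sizes. The paper chose the genes on these libraries, so the tallies are not independent evidence.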

In the constant-change category, the complement and coagulation cascades contained four genes; the steroid hormone biosynthesis, steroid biosynthesis, and ovarian steroidogenesis contained 12 genes; and fat digestion and absorption, vitamin digestion and absorption and retinol metabolism contained eight genes. 

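Of the genes that Table 5 lists for protein processing in endoplasmic reticulum, all 9 matched loci were higher at 16 than at 8 psu and 6 passed the criteria. For glycolysis/gluconeogenesis 5 of 7 loci were higher and 4 passed, and for pyruvate metabolism 4 of 5 were higher and 3 passed. Tight junction was represented by 3 loci of 2 matched symbols among 10 listed (actn3b, mylpfa and mylpfb), all higher and past the criteria, since none of the listed myosin heavy chain symbols had a locus of that name. The biosynthesis of unsaturated fatty acids rested on 1 matched locus, which was higher and passed. For protein export no listed symbol was matched.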

The stable-then-change category contained 31 pathways such as the biosynthesis of unsaturated fatty acids, fatty acid elongation, protein processing in endoplasmic reticulum, glycolysis/gluconeogenesis, pyruvate metabolism and tight junction. The change-then-stable category involved 29 pathways related to lipid metabolism, cell cycle and oxidative phosphorylation.

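Among the genes that Table 4 lists for oxidative phosphorylation, 14 of 16 matched loci were lower at 8 than at 0 psu and 12 passed the criteria. For the PPAR signaling pathway 7 of 8 loci were lower and 5 passed, for fat digestion and absorption 4 of 5 and 2, and for ether lipid metabolism 2 of 3 with none past the criteria. All 23 loci matched to the 24 listed ribosome symbols were lower and passed. Of the cell cycle genes in tendency 6, 4 of 4 loci were higher at 8 psu and 3 passed. The folate biosynthesis genes were the exception among the pathways listed as lower: neither of 2 matched loci was lower at 8 psu.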

**Table 3:** Pathways contained in the constant change category.

Tendency	Pathways	P-value	Differentially expressed genes
0	Fat digestion and absorption	6.06E-03	APOA1, DGAT2, MOGAT2
	Retinol metabolism	1.78E-02	UGT2A1, DGAT2, DHRS13
	Vitamin digestion and absorption	2.88E-02	RBP2, APOA1
	Alzheimer's disease	2.72E-03	LRP1,MAPT,NDUFA4,CAPN2, CASP7, NDUFA7
	Parkinson's disease	1.51E-02	SLC6A3, VDAC3, NDUFA4, NDUFA7
	Chemical carcinogenesis	1.74E-02	UGT2A1, CBR1, GSTT3
	Metabolism of xenobiotics by cytochrome P450	1.70E-02	GSTT3, UGT2A1, CBR1
7	Steroid hormone biosynthesis	2.69E-03	UGT2A1,SULT3A1, SULT2B1, HSD17B7
	Steroid biosynthesis	2.35E-06	HSD17B7, LSS, SQLE, FDFT1, DHCR24
	Ovarian steroidogenesis	3.21E-02	CYP2J6, ADCY8, HSD17B7
	Sulfur metabolism	1.55E-02	SULT3A1, SULT2B1
	Arginine and proline metabolism	1.73E-02	OTC, ODC1, SAT1
	Protein digestion and absorption	3.50E-02	COL5A1, COL11A1,COL17A1, SLC7A9
	Porphyrin and chlorophyll metabolism	4.92E-02	UGT2A1, CP
	Complement and coagulation cascades	1.01E-02	C6, C3, PLG, SERPINF2

**Table 4:** Pathways contained in the change-then-stable category.

Tendency	Pathways	P-value	Differentially expressed genes
1	Fat digestion and absorption	7.04E-03	PPARA,PPAP2A,FABP2, PLA2G12B, APOB, APOA1
	PPAR signaling pathway	1.68E-04	APOA1, FABP4, ACSL5, PPARA, APOA1, FABP6, ACSBG2, FABP2, FABP4, RXRG
	Ether lipid metabolism	3.77E-02	PPAP2A, PLD1, PLA2G12B, PLB1
	Metabolic pathways	1.73E-04	NDUFS4, NDUFS5, PLB1, ALPL, CYP4F18, FUT9, GOT1, RFK, GGT5, LCT, POLE4, ASAH2, NDUFS1, COX6A1, NME3, CYP2R1, CYP27B1, COX5A, NDUFS6, ALPI, INPP5J, UCK2, NDUFB2, COX7C, GCDH, LCT, PGP, ATP6V1H, SAT2, GCH1, FASN, UQCRQ, LCMT2, NDUFA11, ACLY, ACSL5, NDUFB3, ACLY, COX6B1, NDUFA4, POLR2J, THTPA, PPAP2A, PLD1, UROD, ACSBG2, LIPASE, DBH, COX7B, ACACA, FBP2, ODC1, NT5C2, PHOSPHO1, LPIN1, GDA, URAH, COX6B1, LIAS, DCTD, GCK, PLA2G12B, DTYMK
	Fatty acid biosynthesis	2.36E-02	FASN, ACACA
	Ribosome	4.42E-14	RPS27L, RPS25, RPS15A, RPL28, RPS27A, RPS27RT, MRPS16, RPS12, RPS29, RPL26, RPS23, MRPS17, MRPS21, RPS27RT, RPL32, RPL35, RPS5, RPL13A, RPL37, RPL17, RPS10, RPL35A, RPL7A, RPS28, RPS19
	Proteasome	3.37E-02	PSMB6, SHFM1, PSMB4, PSMB9
	Vitamin digestion and absorption	3.37E-02	APOA1, APOA1, PLB1, APOB
	Folate biosynthesis	1.38E-02	ALPI, GCH1, ALPL
	Oxidative phosphorylation	3.31E-07	COX7A2, NDUFS1, COX6A1, COX5A, NDUFS6, NDUFB2, COX7C, ATP6V1H, UQCRQ, NDUFA11, NDUFB3, COX6B1, NDUFA4, COX7B, COX6B1, NDUFS4, NDUFS5
	Alzheimer's disease	8.00E-05	NDUFS4, NDUFS5, ERN1, COX7A2, NDUFS1, COX6A1,COX5A,NDUFS6, NDUFB2, COX7C, APOA1, UQCRQ, NDUFA11, NDUFB3, COX6B1, NDUFA4, COX6B1, COX7B
	Parkinson's disease	1.38E-05	COX6B1,NDUFS4,NDUFS5,COX5A, COX7A2,NDUFS1,COX6A1,UQCRQ, NDUFS6,NDUFB2,COX7C, COX7B, NDUFA11, NDUFB3, COX6B1, NDUFA4
	Non-alcoholic fatty liver disease (NAFLD)	1.36E-06	COX7B,COX6B1,NDUFS4,ERN1,NDUFS5,JUN, COX7A2, COX6A1, COX5A, NDUFS6, NDUFB2, COX7C, UQCRQ, NDUFA11, NDUFB3, COX6B1, NDUFA4, PPARA
	Huntington's disease	1.85E-04	COX6B1, NDUFA4, POLR2J, COX7B, COX6B1, NDUFS4, NDUFS5, COX7A2, NDUFS1, COX6A1, COX5A, NDUFS6, NDUFB2, COX7C, UQCRQ, NDUFA11, NDUFB3
	Cardiac muscle contraction	3.89E-06	ACTC1, COX6B1, COX7B, COX6B1, TNNC2, COX7A2, COX6A1, COX5A, TPM1, COX7C, MYH6, ATP1B1, MYL4, ACTC1, TNNT2, UQCRQ
	Dilated cardiomyopathy	4.86E-03	TNNT2, ITGA6, ACTC1, TNNC2, IGHV9, DES, ITGB4, TPM1, ITGB3, MYH6, ITGA6, ACTC1
	Hypertrophic cardiomyopathy (HCM)	7.40E-03	ITGA6, ACTC1, TNNT2, ITGA6, ACTC1, TNNC2, DES, ITGB4, TPM1, ITGB3, MYH6
	Small cell lung cancer	1.36E-02	RXRG,FHIT, RXRG,FHIT, TRAF5, ITGA6, CDK4, CDK4, ITGA6, LAMC3, MYC
	Pyrimidine metabolism	2.88E-02	POLE4, NME3, UCK2, POLR2J, NT5C2, DCTD, DTYMK
6	MicroRNAs in cancer	2.39E-03	CDKN1B, SOX12, CYP24A1, CD44, BMF, FSCN1
	Circadian rhythm—mammal	2.85E-02	PRKAG3
	Rheumatoid arthritis	3.20E-02	ANGPT1, H2-EA-PS, H2-EB2
	Asthma	3.55E-02	H2-EB2, H2-EA-PS
	Staphylococcus aureus infection	2.67E-02	H2-EA-PS, H2-EB2, ITGAX
	Cell cycle	4.97E-02	CDKN1B,STAG1,MCM6
	Purine metabolism	3.10E-02	NT5C2, ENTPD2, PDE1B, PDE6D
	Hematopoietic cell lineage	3.38E-02	ITGAX, CD44, H2-EB2
	Leishmaniasis	3.85E-02	ITGAX, H2-EA-PS, H2-EB2
	ECM-receptor interaction	3.85E-02	COL6A6, CD44, ITGA11

**Table 5:** Pathways contained in the stable-then-change category.

Tendency	Pathways	P-value	Differentially expressed genes
3	Retinol metabolism	2.09E-02	BCMO1,UGT1A5
	Folate biosynthesis	4.11E-02	ALPL
	Other types of O-glycan biosynthesis	1.02E-02	B4GALT1, UGT1A5
	Glycosaminoglycan biosynthesis—keratan sulfate	2.39E-03	B3GNT7, B4GALT1
4	Biosynthesis of unsaturated fatty acids	3.18E-02	ACOT7, ACOT1, ACOT3
	Metabolic pathways	4.55E-02	CYP3A25,ALOX5,ACSS1,CYP3A1,PRODH,LPIN1,GAL3ST1,TPI1, CKM,CBR1,PKM,CYP17A1,NME2,POLR2H,PGAM2,AK5,CKMT2,GFPT2,CKM,DHODH,PCYT1B,LAO1, PCK1,LDHA,NDUFV1,PTGDS, PISD,ALDOA,IMPA1,GLS,GADL1, PIGV,XYLT1,IDH2,GADL1,AMPD, HK1, PHOSPHO1
	Thyroid hormone synthesis	1.40E-05	HSPA5,HSPA5,HSPA5,PDIA4, HSPA5,HSPA5,HSPA5,HSP90B1, ATP1A3,HSPA5,HSPA5
	Ovarian steroidogenesis	3.96E-02	ACOT3,ALOX5, CYP17A1, ACOT1, IGF1R
	Protein processing in endoplasmic reticulum	4.99E-07	HSPA5, PDIA4, CALR, HSPA5, HSPA5, HSPA5, HSP90B1, HSPA5, PDIA6, HSPA5, HYOU1, DNAJB11, HSPA5, SEC31A, DERL1, CALR, HSPA5, CALR, SSR1
	Arginine and proline metabolism	1.64E-02	CKM, GLS, PRODH, CKM, CKMT2
	Protein export	2.30E-07	HSPA5, HSPA5, HSPA5, HSPA5, HSPA5, HSPA5, HSPA5, HSPA5
	Biosynthesis of amino acids	3.23E-02	PGAM2, ALDOA, IDH2, TPI1, PKM
	Glycolysis/gluconeogenesis	1.89E-04	PKM, PGAM2, PCK1, LDHA, ALDOA, HK1, ACSS1, TPI1
	Carbon metabolism	1.57E-02	TPI1, PKM, PGAM2, ALDOA, IDH2, HK1, ACSS1
	Proximal tubule bicarbonate reclamation	1.59E-02	SLC9A3, PCK1, GLS, ATP1A3
	Pyruvate metabolism	2.10E-02	ACSS1, PKM, PCK1, LDHA
	Chemical carcinogenesis	3.96E-02	GSTM5, CYP3A25, CYP3A13, CBR1, GSTO1
	Metabolism of xenobiotics by cytochrome P450	3.83E-02	GSTO1, GSTM5, CYP3A25, CYP3A13, CBR1
	p53 signaling pathway	3.12E-02	GADD45G,VAT1L,IGFBP3,GADD45B,ZMAT3
	PI3K-Akt signaling pathway	3.39E-02	DDIT4,VAT1L, IGFBP3, GADD45B, ZMAT3
	Cardiac muscle contraction	3.00E-03	MYH6,RYR1,MYH7,ATP2A1,MYH6, TPM1, TNNC2, ACTC1, ATP1A3
	Dilated cardiomyopathy	5.50E-04	ACTC1, MYH6, RYR1, MYH7, TTN, TITIN, ATP2A1, MYH6, TPM1, TNNC2, ACTB, SGCG
	Hypertrophic cardiomyopathy (HCM)	2.97E-04	ACTB, SGCG, ACTC1, MYH6, RYR1, MYH7, TTN, TITIN, ATP2A1, MYH6, TPM1, TNNC2
	Prion disease	8.71E-07	HSPA5,HSPA5,HSPA5,HSPA5,C7,HSPA5,EGR1,HSPA5,HSPA5,HSPA5
	Viral myocarditis	9.13E-07	MYH4,MYH4,ACTB,SGCG,MYH6,MYH4, MYH13, MYH7, MYH2, MYH1, EIF4G3, MYH2, MYH4, MYH6, MYH4, MYH4, MYH4
	Antigen processing and presentation	2.65E-05	CALR, HSPA5, HSPA5, HSPA5, HSPA5, HSPA5, HSPA5, CALR, HSPA5, CALR, HSPA5
	Chagas disease	3.32E-02	CALR, GNA14, CALR, IRAK1, JUN, CALR, TLR13
	Arrhythmogenic right ventricular cardiomyopathy (ARVC)	4.57E-02	ACTB,SGCG,RYR1,ACTN3,ATP2A1,DSG2
	HIF-1 signaling pathway	2.08E-02	EGLN3, IGF1R, LDHA, CAMK2D, EPO, ALDOA, HK1
	Tight junction	1.37E-06	MYH6, CLDN4, MYH4, MYH13, MYH7, ACTN3, MYH2, MYH1, MYH2, MYLPF, MYH4, MYH6, MYH4, MYH4, MYH4, MYH4, MYH4, ACTB, CLDN4, MYLPF

### Gene-act network and co-expression network analysis

A total of 162 differentially expressed genes were involved in the constant change category, and they were used to build a gene-act network profile. 

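Table 3 lists 16 different symbols in tendency 0 and 22 in tendency 7. Of the former, 9 were matched to the count table, with 7 loci above the count minimum. All 7 were lower at 16 than at 0 psu, 6 passed the criteria and 5 fell into tendency 0. Their median log2 fold change was -1.56. Of the symbols in tendency 7, 15 were matched with 17 loci. At 16 psu 14 of these were higher, 10 passed the criteria in that direction, none passed in the other, and 8 fell into tendency 7. Leaving out symbols with more than 1 locus gave 80.0% higher in place of 82.4%.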

A total of 72 genes were down-regulated, while 90 genes were up-regulated. The main subnetworks included fat digestion and absorption, glycolysis/gluconeogenesis, steroid biosynthesis, complement and coagulation cascades, endoplasmic reticulum activity, cell connection and signal transport (Fig 2A–2G).

**Fig 2:**
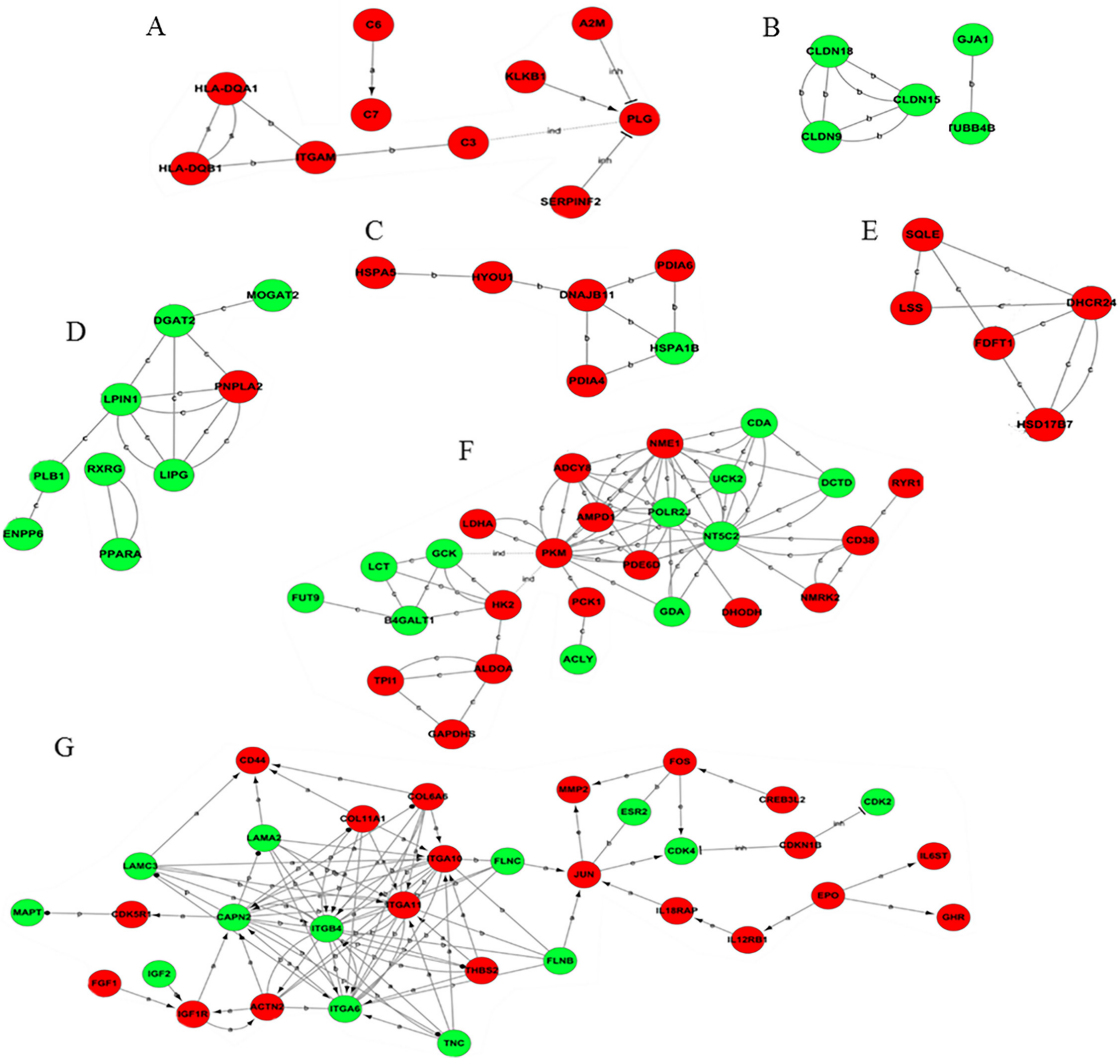
Gene act subnetworks in the 0 vs 16 psu categories. (A): complement and coagulation cascades; (B): cell connection; (C): endoplasmic reticulum activity; (D): fat digestion and absorption; (E): steroid biosynthesis; (F): glycolysis/gluconeogenesis; (G): signal transport. The red ball represents the up-regulated genes, while the green ball represents the down-regulated genes. The connections of genes were generated from the data analysis comprising GO analysis and KEGG pathway. The solid lines represent the relationships between genes. The dashed lines represent the genes that have an indirect effect. The arrow represents activation. The flathead represents suppression. ‘a’ represents activation; ‘b’ represents binding; and ‘c’ represents compound.

The gene-act network profile of the change-then-stable category was composed of 113 differentially expressed genes with 36 up-regulated genes and 77 down-regulated genes. 

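Of the 115 symbols that Table 4 lists in tendency 1, 97 were matched with 102 loci. At 8 psu 89 of these loci (87.3%) were lower than at 0 psu. The criteria were passed by 73 loci in that direction and by 1, nt5c2b, in the other (log2 fold change 1.13), and 66 fell into tendency 1. Table 4 also lists NT5C2 in tendency 6, among the genes higher at 8 psu. Tendency 6 lists 19 symbols, of which 13 were matched with 14 loci. Of these, 13 (92.9%) were higher at 8 psu, 11 passed and 11 fell into tendency 6. The gene-act network itself was not rebuilt, because its links come from a pathway database that was not used here.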

The major subnetworks contained lipid and glycerophospholipid metabolism, glucose utilization, protein and amino acid metabolism, PI3K signaling pathways, nucleotide metabolism, oxidative stress and cytoskeleton (Fig 3A–3G).

**Fig 3:**
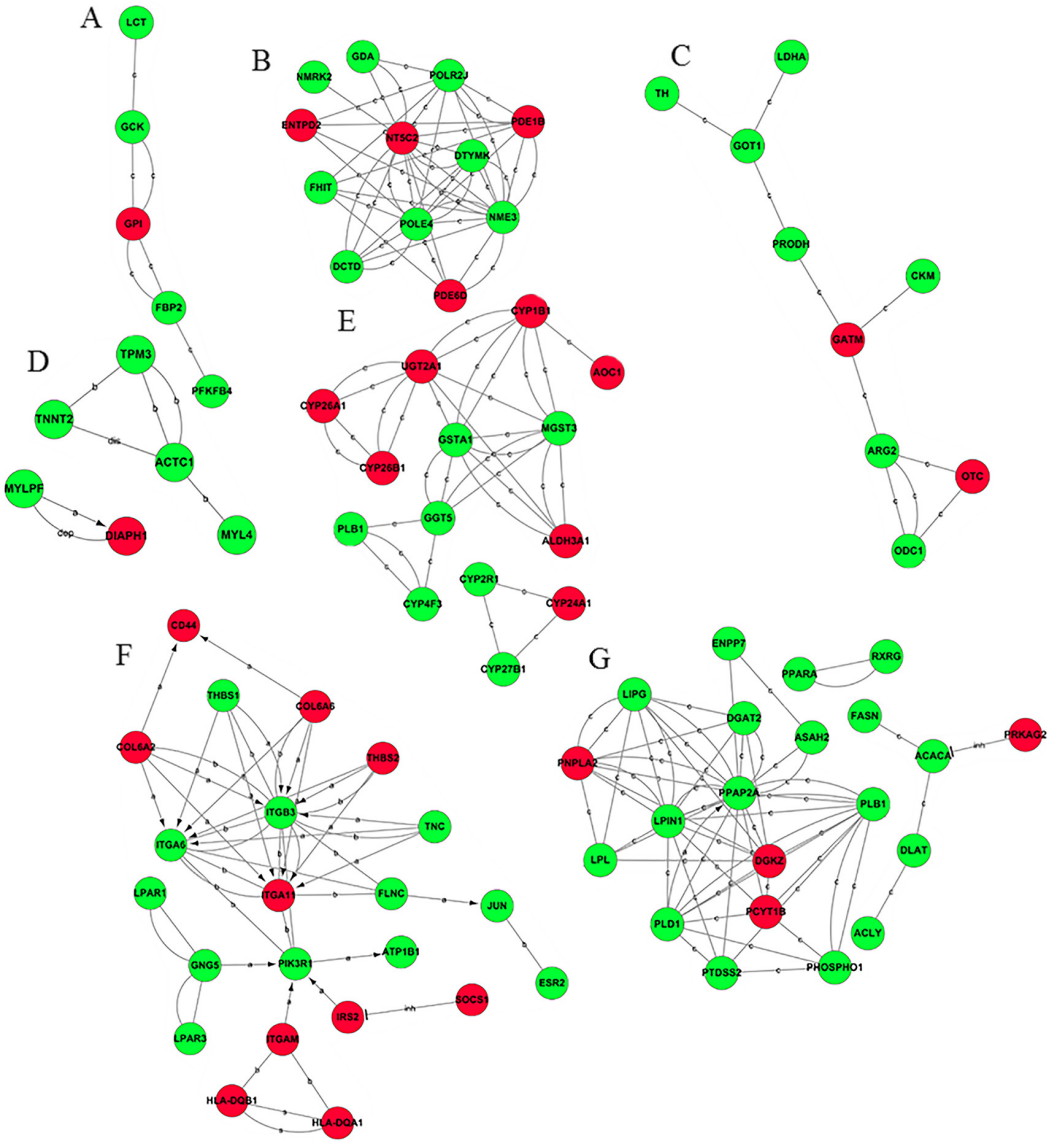
Gene act subnetworks in the 0 vs 8 psu categories. (A): glucose utilization; (B): nucleotide metabolism; (C): protein and amino acid metabolism; (D): cytoskeleton; (E): oxidative stress; (F): PI3K signaling pathways; (G): lipid and glycerophospholipid metabolism. The red ball represents the up-regulated genes, while the green ball represents the down-regulated genes. The connections of genes were generated from the data analysis consisting of GO analysis and KEGG pathway. The solid lines represent the relationships between genes. The dashed lines represent the genes that have an indirect effect. The arrow represents activation. The flathead represents suppression. ‘a’ represents activation; ‘b’ represents binding; and ‘c’ represents compound. The abbreviation ‘dep’ represents phosphorylation; ‘dis’ represents dissociation; and ‘inh’ represents inhibition.

A total of 101 differentially expressed genes composed the stable-then-change category, with 20 down-regulated genes and 81 up-regulated genes. 

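Of the 90 symbols that Table 5 lists in tendency 4, 57 were matched with 63 loci. Between 8 and 16 psu 53 of these loci (84.1%) rose, 41 passed the criteria in that direction and none in the other, and 39 fell into tendency 4. Symbols with a single locus gave 93.2%. Tendency 3 lists 5 symbols, of which 3 were matched, with 3 loci above the count minimum. All 3 were lower at 16 than at 8 psu and 1 (b3gnt7, with counts of 8, 10 and 0 at 0, 8 and 16 psu) passed. With total counts as the library sizes the smallest of these differences changed sign, which gave 66.7% lower.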

The chief sub-networks which contained in this category were the signaling pathway of PI3K and p53, steroid hormone synthesis and oxidative stress, fat synthesis and glycerophospholipid metabolism, cytoskeleton, endoplasmic reticulum activity, sugar utilization and pyruvate metabolism (Fig 4A–4F).

**Fig 4:**
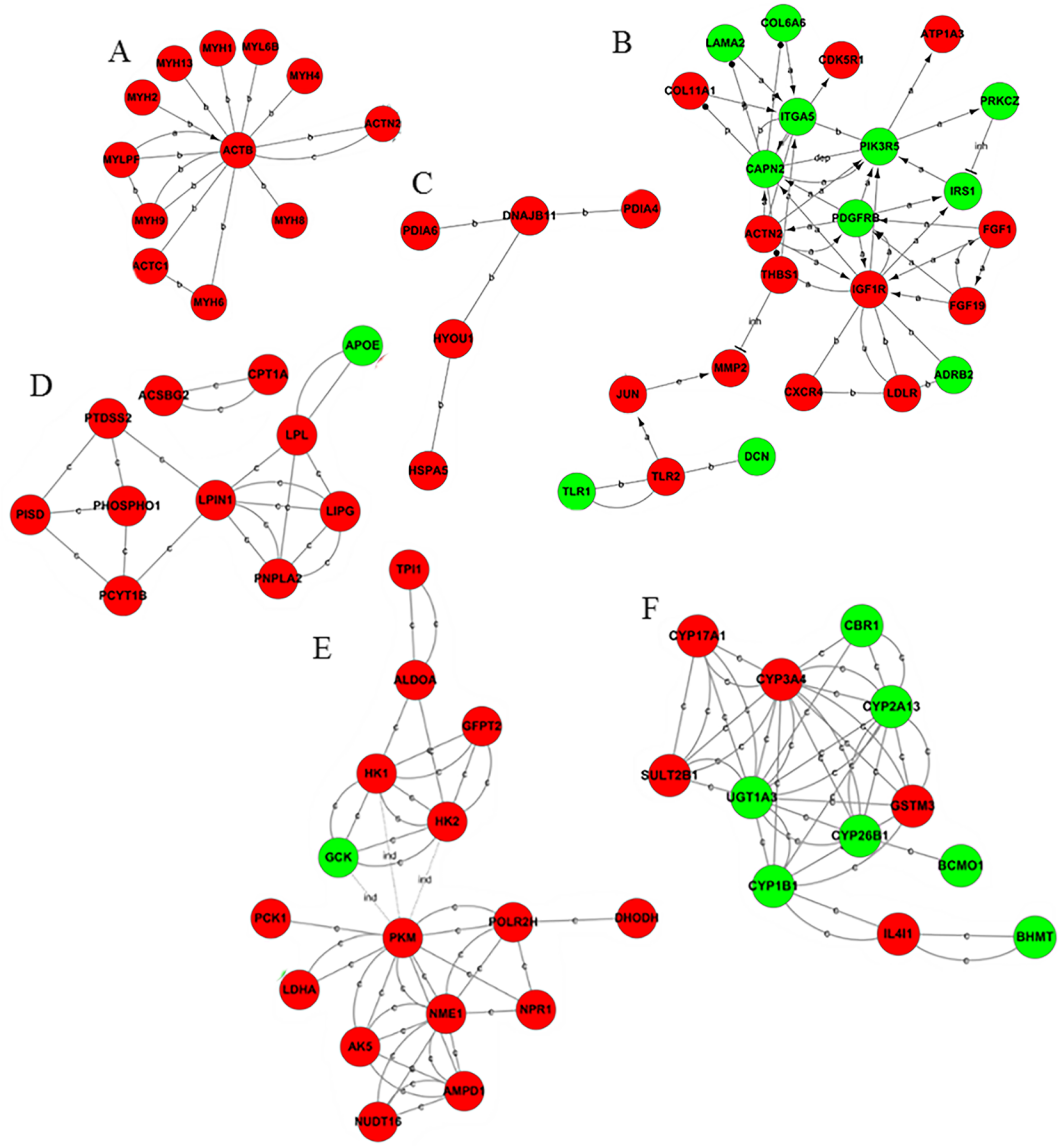
Gene act subnetworks in the 8 vs 16 psu categories. (A): cytoskeleton; (B): PI3K signaling pathways; (C): endoplasmic reticulum activity; (D): lipid and glycerophospholipid metabolism; (E): carbohydrates and pyruvate metabolism; and (F): steroid hormone metabolism and oxidative stress. The red balls represent up-regulated genes, while the green balls represent down-regulated genes. The connections of genes were generated from the data analysis consist of GO analysis and KEGG pathway. The solid lines represent the relationships between the genes. The dashed lines represent the genes that have an indirect effect. The arrow represents activation. The flathead represents suppression. ‘a’ represents activation; ‘b’ represents binding; and ‘c’ represents compound. The abbreviation ‘dep’ represents phosphorylation; ‘dis’ represents dissociation; and ‘inh’ represents inhibition.

The gene co-expression profile of the constant-change category contained 293 genes that were differentially expressed relative to others. 

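The expression of each gene is known here at 3 values, 1 per salinity. A correlation of a pair of genes within the freshwater group or within the 16 psu group would need several libraries of that group, and each group has 1. For this reason no co-expression, degree or k-core value was computed from the counts. Across the 3 pooled libraries every gene that follows the same profile correlates with every other one by construction.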

To locate the core regulatory genes that were involved in the molecular response to salinity, core effect factors were determined by the degree differences between the freshwater and 16 psu (Fig 5). There were 40 genes in the red ball with 8 in the k-core, indicating that these genes would have the broadest contact with the surrounding genes and share the same expression tendencies under the same circumstances.

**Fig 5:**
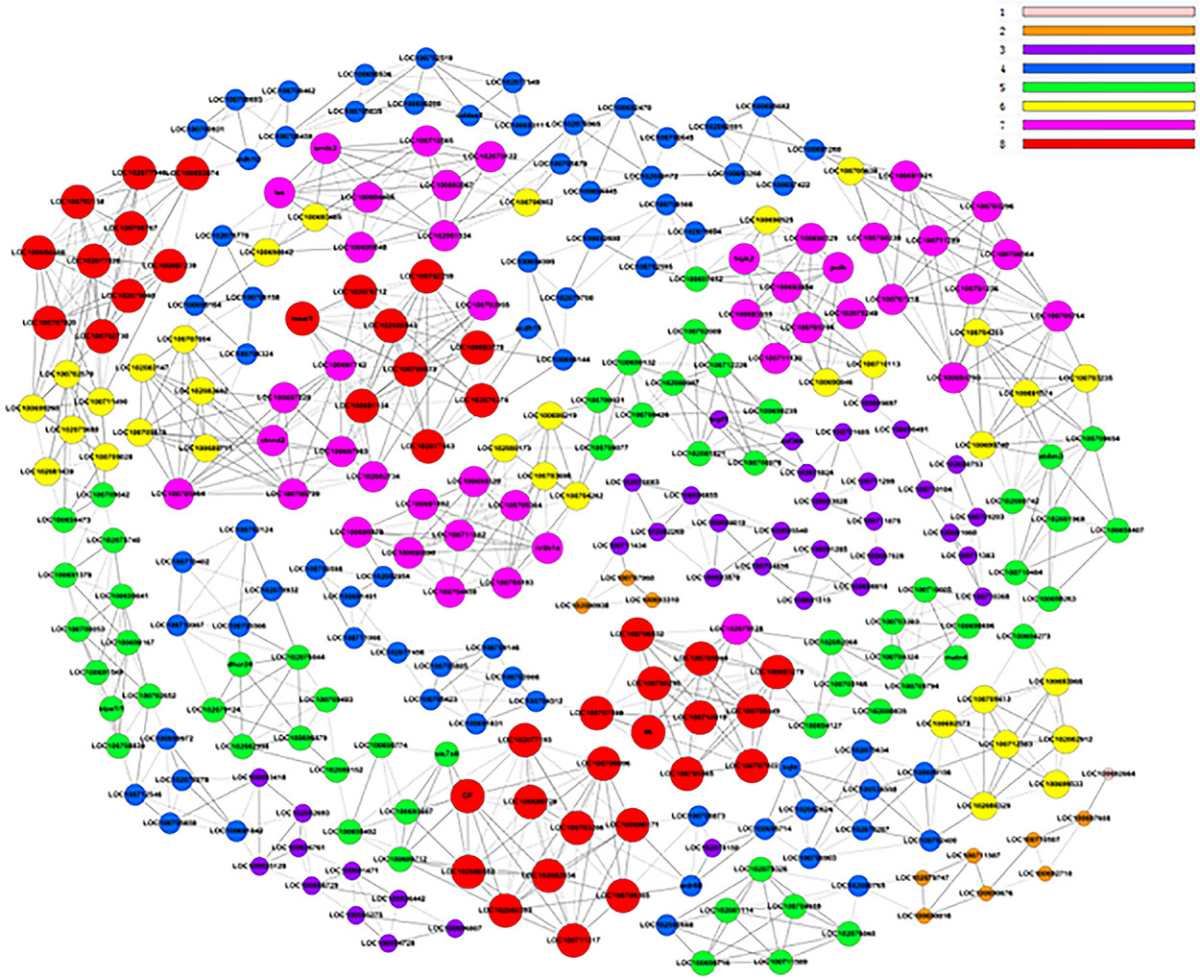
Co-expression network of differentially expressed genes in freshwater and 16 psu. The greater the value of k-core is, the more strongly the differentially expressed genes are co-expressed according to the size of the ball. The labels from one to eight represent the importance of genes. The red represents the most significant and the pink means the least significant.

### Experimental validation

Twenty five differentially expressed genes were randomly selected to validate the reliability of the RNA transcriptome in this study. Melting-curve analysis revealed a single product for all of the tested genes. Log_2_FCs from qPCR were compared with the results of RNA-Seq expression analysis (Fig 6). 

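The RNA-Seq side of the comparison was computed for the 25 genes of Fig 6. A locus of the same symbol was found for 18 of them, and for 7 (UGT2B17, CYP2J2, C3, C6, UGT2A1, FZR1 and SULT2B1) none was found. Above the count minimum 16 genes remained with 18 loci. The log2 fold change from 0 to 16 psu was -1.37 for drd4b, -1.94 for cdab, -1.56 for mapta, 1.21 for gapdhs, 1.50 for ccnb2 and 1.48 for mcm3, and each of these passed the criteria in that set. It was -0.71 for gstt1b, 0.27 for hk2, -0.44 for nr1h4, -0.57 for cds2, -0.19 for pnpla2, -0.01 for cers2a and -0.14 for cers2b, and none of these passed. The values of both cers2 loci turned positive with total counts as the library sizes (0.14 and 0.01), and that of cers2a also with the upper quartile (0.02). Relative to the EF1A gene, the reference of Fig 6, cers2a (0.24), cers2b (0.11) and pnpla2 (0.06) were positive. The qPCR values come from other measurements and were not recomputed. The alternative that moved the values most, the 0 vs 8 psu set in place of 0 vs 16 psu, gave mogat2 -1.05 in place of -2.13.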

The results of Q-PCR and RNA-Seq showed a correlation coefficient of 0.93, indicating the credible RNA-Seq results.

**Fig 6:**
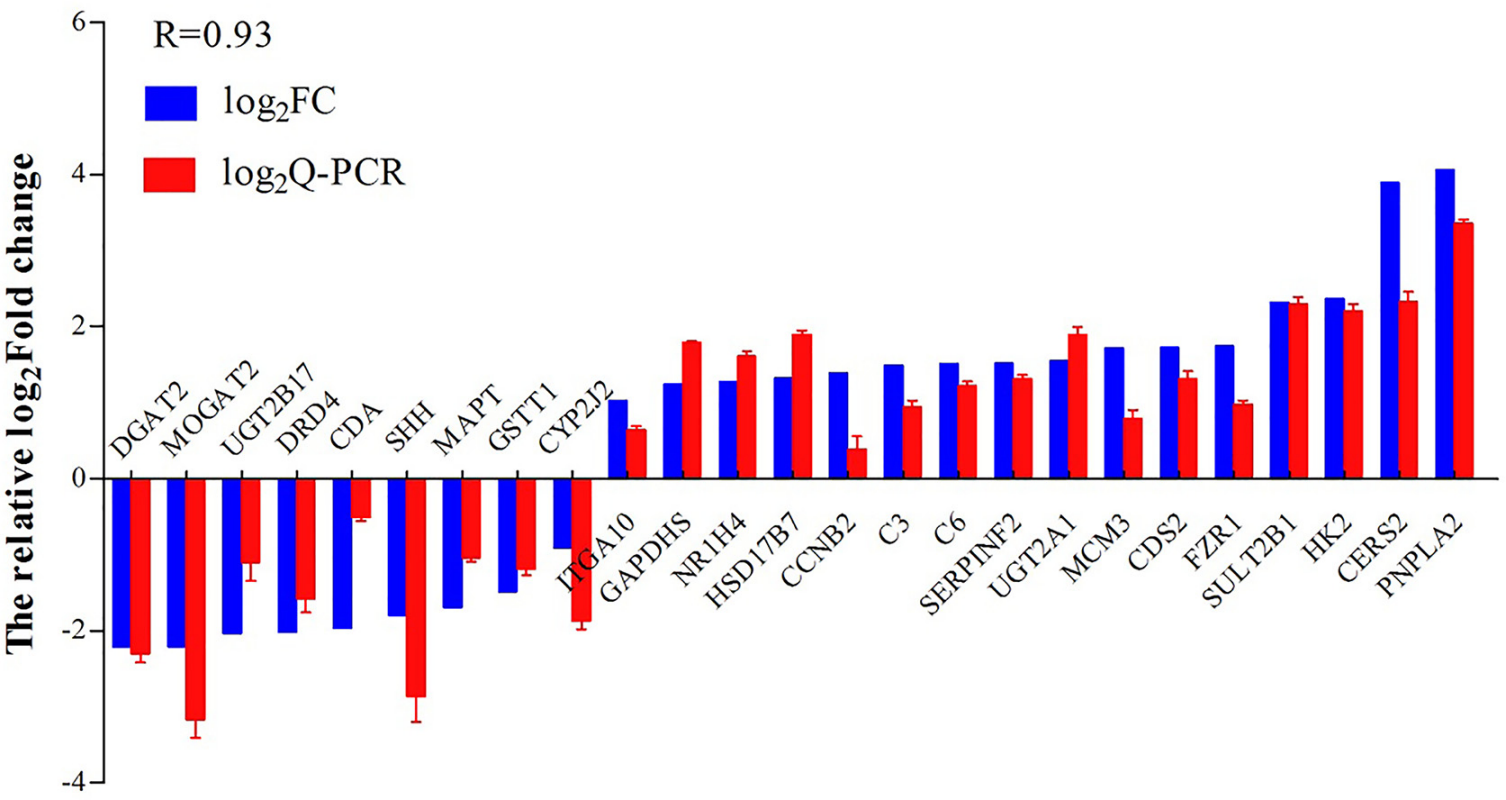
Validation of Q-PCR. Comparison of the relative log_2_ (fold changes) between RNA-Seq and qPCR after salinity acclimation compared to the control, as normalized with the EF1A gene.

## Discussion

### Pathway analysis in the constant-change category

The pathways in the constant-change category are sensitive to salinity fluctuation. When the pathways respond positively to salinity fluctuation, these intermediate products are required for the basic physiological activities [31]. Therefore, the stability maintenance of these pathways is primarily important in salinity acclimation of tilapia. Due to the sensitivity of these pathways, they may play critical roles in response to a variable environment, and it is imperative to conduct further research to alleviate the salinity stress on *O*. *niloticus* in a brackish water environment.

#### Steroid metabolism-related pathways

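The counts of lss, which encodes lanosterol synthase, were 854, 1797 and 3667 at 0, 8 and 16 psu, with a log2 fold change of 1.04 at 8 psu against 0 psu (95% counting interval 0.93 to 1.17). At 8 and 16 psu those of sqle were 0.89 and 1.79 and those of fdft1 0.85 and 1.36. All 3 passed the criteria at 16 psu and only lss at 8 psu. Scaling by total counts moved sqle most, to 1.01 at 8 psu. The 22 loci of a list of cholesterol synthesis genes had a median log2 fold change of 0.62 between 0 and 16 psu, with 19 of 22 higher, which lies above each of 10000 random lists of genes of similar expression. Besides synthesis enzymes the list holds ldlra (0.16), ldlrb (-0.91), insig1 (0.89) and ebpl (-1.40). The paper does not name insig1 or ebpl. The 15 loci that the paper does not name had a median of 0.52 (percentile 99.98). Between 0 and 8 psu the median of the whole list was 0.04 (percentile 88.4), within the middle 95% of random lists, and between 8 and 16 psu it was 0.46. Total counts moved the 0 vs 16 psu median most, to 0.77. In the steroid hormone pathways hsd17b7 had 16, 17 and 39 counts and did not pass, and no locus carried the symbols CYP17A1, SULT2B1, SULT3A1 or UGT2A1.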

Steroid metabolism-related pathways such as steroid biosynthesis (S1 Fig), ovarian steroidogenesis (S2 Fig), sulfur metabolism and steroid hormone biosynthesis (S3 Fig) played pivotal roles in response to salinity stress and are inextricably linked to other pathways in aquatic animals [32, 33]. The steroid regulatory metabolism under salinity stress in *O*. *niloticus* is discussed below.

Biosynthesis of cholesterol is centered in the relationship between osmoregulation and steroid as the cholesterol induced by salinity is related to the physical properties of cell membranes [34] and steroid hormone in ovarian development. Steroid hormone demonstrates the osmoregulation ability in red blood cells against hypotonic hemolysis in dog [35, 36]. In the present study, in a saline environment, the ovarian steroidogenesis pathway activated the cAMP signal pathway and stimulated adenylate cyclase for cAMP-regulated gene transcription (S2 Fig) in tilapia hepatopancreas [37]. 

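The adenylate cyclase genes that the paper names were close to the floor of the counts in these libraries: adcy8 had counts of 0, 2 and 0 at 0, 8 and 16 psu and adcy1a had 0, 0 and 5. A difference in these loci was not detectable at this depth, other adenylate cyclase genes are not covered here, and no fold change is given where both libraries hold 3 counts or fewer. For acyl-CoA thioesterase no locus had the symbol ACOT1, ACOT2 or ACOT3. The counts of alox5a, a lipoxygenase gene, were 3, 4 and 0. The insulin-like growth factor 1 receptor had 2 loci with 15, 18 and 17 counts (igf1ra) and 6, 10 and 39 counts (igf1rb).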

The cAMP signaling pathway stimulates the production of arachidonic acid metabolites to regulate hormone production, including cortisol and glucagon, osmoregulation and cellular fatty acid signaling in tilapia [37, 38].

The expression of gene sulfotransferase 2B1 promotes the production of cholesterol sulfate and dehydroepiandrosterone (DHEA) [39]. Previous research suggests that the organisms can utilize cholesterol sulfate to support platelet adhesion [40], regulate serine proteases to alter epidermal cell adhesion [41] and transmit with signal transduction by modulating selective protein kinase C isoforms and phosphatidylinositol 3-kinase (PI3K) [42, 43]. The changes in the PI3K signal pathway and cell adhesion in this study suggest that cholesterol sulfate affects salinity domestication in tilapia. 

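The gene of the regulatory subunit of PI3K, pik3r1, had counts of 3070, 1266 and 2671 at 0, 8 and 16 psu. Its log2 fold changes were -1.30 at 8 psu, which passed the criteria, and -0.49 at 16 psu, which did not. Among the adhesion genes, cd44b rose by 1.55 and 1.46 on the log2 scale, and itga11 had 3, 33 and 31 counts. The claudin genes cldn15a (100, 22 and 27 counts) and cldn18 (31, 0 and 0 counts) were lower in the saline libraries. cldn18 is 1 of a group of stomach genes with counts in the 0 psu library only.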

Research on the relationship between DHEA and salinity adaptation is scarce. The DHEA could be indirectly affected by salinity domestication based on the present research. In other animal models, DHEA and its metabolites constitute α subunit activators, which is one class of peroxisome proliferators-activated receptors (PPAR) found in nature [44, 45] and also in the present study. The functions of DHEA, such as anti-inflammatory properties during inflammatory responses in mice [46], may be involved in the regulation of immune-related pathways. These findings could provide new research directions for studying DHEA in aquatic animals.

Combining the literature evidence with the RNA-Seq results in the present study, the sulfur metabolism response to salt adaptation is surmised nonspecifically by sulfonating pregnenolone, cholesterol and DHEA for efficiently regulating metabolism and steroids [47, 48].

#### Lipid metabolism-related pathways

Under salinity stress, fish must have appropriate mechanisms to regulate osmotic balance and to maintain basic physiological functions [49, 50] which has been verified in this study (S1 Table). It is reported that euryhaline fish and crab *Chasmagnathus granulata* can utilize lipids as an energy source when encountering osmotic stress [51, 52], which is similar to the results of the present study. In this experiment, *O*. *niloticus* might decrease triglyceride production and reserve lysophosphatidic acid, monoacylglycerols and fatty acids to spare energy for osmoregulation which is alike to the results of other study [53].

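The counts of dgat2 fell from 9616 at 0 psu to 4207 at 8 psu and 2521 at 16 psu. Its log2 fold change against 0 psu was -1.22 at 8 psu (95% counting interval -1.27 to -1.17) and -2.22 at 16 psu (95% counting interval -2.29 to -2.16), and it passed the criteria in all 3 sets, in the 8 vs 16 psu set by the narrowest margin (with total counts as the library sizes it did not, at -0.98). mogat2 had counts of 366, 176 and 96 and also passed in all 3 sets, with a log2 fold change of -1.07 between 8 and 16 psu. The other diacylglycerol acyltransferase locus, dgat1a, moved the other way with 49, 72 and 86 counts and did not pass. The lipid phosphatase locus lpin1a had log2 fold changes of -1.46 and -1.64 against 0 psu, and lpin1b had -0.15 and 0.89. From the lower expression of genes for triglyceride production the paper proposes that the fish might have made less triglyceride. It proposes that the precursors were held back and that energy was thus saved for osmoregulation. The paper also reports less whole-body crude lipid at 16 psu than in the control, and takes this as support for the use of lipids.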

#### Immune-related pathways

Retinol metabolism, vitamin digestion and absorption, porphyrin and chlorophyll metabolism and the metabolism of xenobiotics by cytochrome P450 were gradually down-regulated while the complement and coagulation cascades were up-regulated by salt pressure in this study. 

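For these pathways few loci could be matched. The vitamin D hydroxylase genes cyp27b1 and cyp2r1 had log2 fold changes of -2.05 and -2.12 and -1.87 and -1.68 at 8 and 16 psu against 0 psu, and both passed the criteria in both sets. Expression fell between 0 and 8 psu and stayed near that level, with counts of 5034, 1232 and 1414 for cyp27b1. cyp24a1, which encodes the enzyme that breaks down vitamin D, rose from 39 counts at 0 psu to 790 and 1219 (log2 fold changes 4.09 and 4.45). No symbol that Table 3 lists for the metabolism of xenobiotics by cytochrome P450 had a locus of that name. In the complement and coagulation cascades serpinf2a had log2 fold changes of 1.08 and 1.50 and passed in both sets, while its paralog serpinf2b had 0.41 and 0.32 and passed in neither.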

The immune-related pathways in this category mainly cover the requirements of antioxidant and complement reactions that are altered by appropriate timing to salinity variation. The carotenoids (including β-carotene), retinol (vitamin A) and α-tocopherol (vitamin E), which are lipid-soluble antioxidants in aquatic animals [54], are utilized to contribute to antioxidants under salinity stress in the hepatopancreas. The transcripts of two genes encoding proteins involved in porphyrin and chlorophyll metabolism are changed and they can participate in oxidation-reduction reactions in freshwater fish [55]. 

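Of the 2 genes, the ceruloplasmin gene CP was matched to a locus and UGT2A1 was not. CP had counts of 17820, 32946 and 76778 at 0, 8 and 16 psu. Its log2 fold change was 0.86 between 0 and 8 psu (95% counting interval 0.83 to 0.89), 1.82 between 0 and 16 psu (95% counting interval 1.79 to 1.84) and 0.96 between 8 and 16 psu. Of these the 0 vs 16 psu difference passed the criteria. CP also belongs to a list of acute-phase genes.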

In fish, the cytochrome P450 monooxygenase system metabolizes a large number of xenobiotic compounds to perform detoxification [56]. In addition, plasminogen, complement 3 and complement 6 [57] are highly expressed with salinity elevation to cope with anti-physiological challenges in the *O*. *niloticus* hepatopancreas.

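The plasminogen gene plg had counts of 4832, 5293 and 6255 at 0, 8 and 16 psu, which after scaling of the libraries corresponds to log2 fold changes of 0.11 (95% counting interval 0.05 to 0.16) and 0.08 (95% counting interval 0.03 to 0.14) against 0 psu. Neither passed the criteria. No locus carried the symbol C3 or C6, so the expression of complement 3 and complement 6 was not analysed here. For complement 7, c7b had 3045, 3658 and 15650 counts, with log2 fold changes of 2.07 in the 0 vs 16 psu set and 1.83 in the 8 vs 16 psu set.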

#### Osmoregulation-related pathways

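In arginine and proline metabolism otc, the ornithine carbamoyltransferase gene, had counts of 10, 73 and 115 at 0, 8 and 16 psu and log2 fold changes of 2.22 and 2.58 against 0 psu (95% counting interval 1.88 to 3.96 at 8 psu). odc1 moved the other way, with 367, 137 and 270 counts and -1.40 and -0.72, and passed the criteria at 8 psu only. No locus carried the symbol SAT1. In protein digestion and absorption slc7a9 had 5, 13 and 35 counts and log2 fold changes of 0.73 and 1.58, of which the 16 psu value passed.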

Constant salinity change provokes transcriptional up-regulation of genes involved in arginine and proline metabolism and protein digestion and absorption. In aquatic insect larvae, free amino acids such as arginine and proline act as regulators for osmoregulation [58]. In blue crab *Callinectes sapidus*, amino acids participate in cell volume regulation. However, the ways how these amino acids work in osmoregulation are not clear [59]. The arginine and proline metabolisms are also involved in transcriptome analysis of Chinese mitten crab under salinity stress [26]. Therefore, it is reasonable to deduce that constant salinity change provokes arginine and proline metabolisms which are helpful in conservative regulation under salinity stress in tilapia and other species.

### Pathway analysis in the change-then-stable category

The change-then-stable category displays pathways that are changed in tilapia transcriptome and that are sensitive to salt stress, but the changes would stop when the salinity concentration exceeds a threshold value. The reasons for maintaining stable stages in these pathways are possibly that (1) the compensation approaches can cover the environmental changes; and (2) the management of these pathways has reached a limit, implying that the condition may be stressful to the organism.

#### Cell activity-related pathway

The ribosome is most significantly changed in tendency 1 in this study. 

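The 74 loci of a list of ribosomal protein genes had a median log2 fold change of -0.68 between 0 and 8 psu and -0.76 between 0 and 16 psu. Both medians lay below each of the 10000 matched random lists, whose middle 95% ran from -0.25 to 0.00 in the 0 vs 8 psu set. At 8 psu 66 of the 74 loci were lower than at 0 psu, 25 passed the criteria as lower and 1 as higher. Between 8 and 16 psu the median was -0.11 (percentile 0.66 of matched random lists, below their middle 95%). The paper names 20 of the 74 loci, and the other 54 had a median of -0.56 at 8 psu. The median stayed below 0 with each of the other scalings and was closest to 0 with total counts (-0.56). Among the most expressed genes, rpl7a fell by 1.24 and rps25 by 1.44 on the log2 scale at 8 psu. The 78 loci of the oxidative phosphorylation list had medians of -0.52 and -0.49 in the sets with 0 psu, and those of the 73 mitochondrial ribosomal protein loci were -0.43 and -0.41. The medians of both lists lay below the middle 95% of matched random lists in these sets. A list of other small proteins with short mRNAs, chosen after these values were seen, had 83 loci with a median of -0.32 between 0 and 8 psu.

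**Figure D3:**
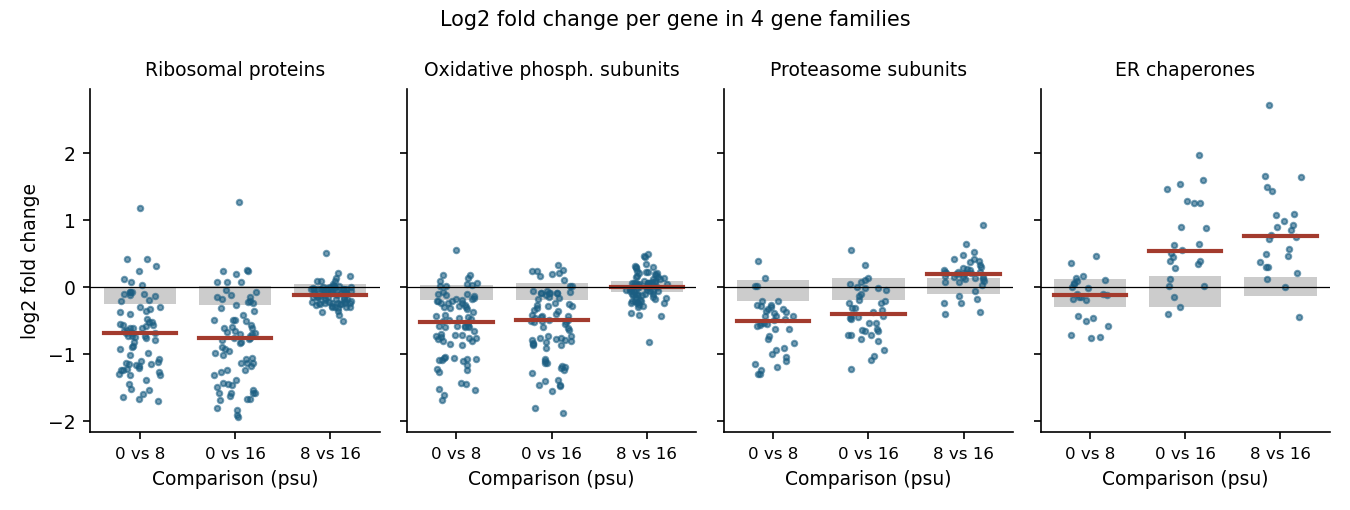
Median log2 fold change of gene families in the 0 vs 8 psu, 0 vs 16 psu and 8 vs 16 psu sets beside the middle 95% of 10000 matched random lists. The ribosomal protein, oxidative phosphorylation and proteasome medians lie below the random range in the sets with 0 psu. The ER chaperone median lies above it in the 0 vs 16 and 8 vs 16 psu sets. The ribosomal protein median also lies below it in the 8 vs 16 psu set.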

Ribosomal proteins are ubiquitous and abundant to bind to RNA, and participate in balancing the synthesis of the RNA and ribosome protein components [60]. The relationships between osmoregulation and ribosome in animals are little known, but the ribosome in plants can decrease under osmotic stress [61, 62] which is consistent with the present study and provides evolutionary evidence on the similarity between plants and animals for the ribosome in regulating osmotic stress. Changes in free ribosomal proteins in ribosome composition could have a relationship with the p53 system to regulate physiological activities [63], which also agrees with the result of the present study in the stable-then-change category. The cellular responses to osmotic stress affect the cell cycle and closely link to the DNA conformation and DNA activity [64]. Research on osmoregulation in chondrocytes has proven the reason for the change in the shape of the chondrocytes in the collagen fibrils [65]. This finding is consistent with the up-regulation of the collagen gene in the present study and shows that collagen participates in the salinity stress responses of the cells and tissues. These pathways could be involved in the regulatory mechanisms when an organism is under salt stress.

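The collagen genes moved in different directions. col11a1a had counts of 4, 0 and 38 at 0, 8 and 16 psu and col11a1b had 4, 14 and 27, and both passed the criteria in the 0 vs 16 psu set with log2 fold changes of 1.81 and 1.42. The 2 col5a1 loci had 4, 4 and 11 and 137, 151 and 124 counts. For col17a1b the log2 fold changes were 0.23 and -0.25 at 8 and 16 psu against 0 psu, and for col6a2 they were 0.72 and -0.09, the latter 0.05 with total counts as the library sizes. None of these 4 loci passed the criteria in any set, and no locus carried the symbol COL6A6.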

#### Immune-related pathways

Immune-related pathways are related to proteasome and oxidative phosphorylation with the characteristics of the change-then-stable category. 

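The 40 loci of a list of proteasome subunits had a median log2 fold change of -0.51 between 0 and 8 psu, with 36 of 40 lower and 7 past the criteria. The 3 loci that the paper names were psmb6 (-1.30), psmb4 (-1.29) and psmb9a (-0.26, not past the criteria), and the other 37 loci had a median of -0.48. Between 0 and 16 psu the median of the list was -0.40, and between 8 and 16 psu it was 0.20 (percentile 99.8 of matched random lists).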

In cells, the proteasome is inhibited by the p38 MAPK-dependent phosphorylation response to osmotic stress [66], which explains the down-regulation of proteasomes to alter the intracellular antigen process in the cytolytic immune response [67] under salt stress. The extracellular damage and change in osmotic pressure lead to an increase in the production of intracellular reactive oxygen species [68]. Therefore, extra reactive oxygen species can switch on as an immune response against homeostasis disorder.

#### Lipid metabolism-related pathways

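Of the PPAR genes, 1 ppara locus (ppara) had counts of 249, 89 and 99 at 0, 8 and 16 psu and passed the criteria in both sets with 0 psu, and the other (LOC100697805) had 665, 718 and 1199 and did not. rxrgb had log2 fold changes of -1.27 and -1.81 against 0 psu and passed in both. fabp2 had 23, 0 and 0 counts and acsl5 had 84, 0 and 0, which is at least 7.81-fold lower and at least 28.5-fold lower at 8 psu when the count of 0 is set to 3 counts. In fat digestion and absorption apoa4b fell from 17110 counts to 2673 and 2874 and apoba from 4013 to 2617 and 2913 (-0.64 and -0.75 on the log2 scale). fabp2 belongs to a list of enterocyte genes, whose median fell in the same libraries, with members both lower and higher. In fatty acid biosynthesis no locus carried the symbol FASN, while acaca had a log2 fold change of -1.42 at 8 psu and passed in both sets. In ether lipid metabolism pla2g12b had -0.54 and -0.68 and pld1a had 0.45 and 0.56, with neither past the criteria.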

The PPAR signaling pathway (S4 Fig), fat digestion and absorption (S5 Fig), metabolic pathways, fatty acid biosynthesis (S6 Fig) and ether lipid metabolism are significantly down-regulated by the change of osmotic pressure. According to the change of ATP under salinity stress in this study, acetyl-CoA is needed [69] to enable the reduction of fatty acid biosynthesis due to a lack of materials in the substrate. In response to fatty acid loss, steroid biosynthesis and the PPAR signaling pathway may be down-regulated to decrease apolipoprotein and the expression of long-chain acyl-CoA synthetase to activate fatty acid β oxidation [70]. The indirect evidence of the PPAR signaling pathway mediated by osmotic stress is that angiotensin II is a hormone response to osmotic stress as well as its association with the down-regulation of PPARs [71]. Ether lipid is an emerging class of lipids and its function in osmoregulation is an enigma, though they act a platelet-activating factor in the membrane components in the brain and testis [72].

### Pathway analysis in the stable-then-change category

Transcriptome differences among 8 psu, 16 psu and the freshwater environment are not sufficiently stressful to activate the pathways that are involved in the stable-then-change category. These regulatory pathways can adapt to a low salinity environment when the salinity reaches a threshold that these paths cannot withstand the change and result in functional adaptation at the transcriptional level [73, 74].

#### Energy metabolism-related pathways

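In glycolysis and gluconeogenesis pck1 had counts of 18, 8 and 280 at 0, 8 and 16 psu and a log2 fold change of 4.00 between 8 and 16 psu (95% counting interval 3.87 to 6.09). ldha had 134, 54 and 390 counts and 2.44. tpi1a had -0.48. For pgam2, which is also a skeletal muscle gene, the counts were 3, 0 and 21. The 25 loci of a glycolysis list had a median log2 fold change of 0.07 between 8 and 16 psu (percentile 78.6 of matched random lists) and 0.27 between 0 and 16 psu (percentile 98.8). The 11 loci that the paper does not name had -0.08 and 0.16 (percentile 90.1) in these sets. In pyruvate metabolism the acss1 locus of that name rose by 1.07 between 8 and 16 psu, and a second acss1 locus (LOC100705105) had -0.33.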

The biosynthesis of unsaturated fatty acids (S7 Fig), ovarian steroidogenesis, fatty acid elongation, glycolysis, gluconeogenesis (S8 Fig) and pyruvate metabolism (S9 Fig) are significantly up-regulated in this study. 

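The acyl-coenzyme A thioesterase gene acot7 had counts of 0, 1 and 20 at 0, 8 and 16 psu. The difference between 8 and 16 psu passed the criteria with a log2 fold change of 1.57 on the CPM plus 0.5 scale, and against the count of 0 at 0 psu it was at least 5.45-fold higher. The thioesterase symbols ACOT1 and ACOT3 were not matched to a locus. 1 gene with 20 counts or fewer is thus the base of this value.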

The genes of acyl-coenzyme A thioesterase in the synthesis of unsaturated fatty acids are up-regulated at the transcriptional level to promote the synthesis of unsaturated fatty acids. This may be because *O*. *niloticus* needs to upregulate some fatty acids synthesis pathways to meet the demands for these fatty acids. Similarly, the high level of dietary n-3 highly unsaturated fatty acids improves the tolerance of Chinese mitten crab larvae to salinity stress [75]. It is well known that fish are liable to congenital diabetes due to a low ability of carbohydrate utilization [76]. During seawater acclimation in *Oreochromis mossambicus*, the glycogen content in the hepatopancreas is decreased significantly after transfer to seawater, suggesting that salt acclimation promotes carbohydrate utilization [77], which supports the findings in the current study. Thus, it is suggested that lipids are the main source of energy supply under salinity domestication in *O*. *niloticus*.

#### Protein metabolism-related pathways

Protein pathways, including thyroid hormone synthesis, protein processing in endoplasmic reticulum, arginine and proline metabolism, protein export and the biosynthesis of amino acids belong to tendency 4. 

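Of the protein processing genes, calr rose from 70 counts at 8 psu to 605 at 16 psu (log2 fold change 2.73, 95% counting interval 2.49 to 3.23), hsp90b1 from 1432 to 4878 (1.50) and pdia4 from 1042 to 3970 (1.66). derl1 had 0.99 and did not reach the fold limit. No locus carried the symbol HSPA5. A list of ER chaperone genes had 24 loci with a median log2 fold change of 0.77 between 8 and 16 psu, above each of the 10000 matched random lists. Of these loci 23 were higher at 16 psu and 7 passed the criteria. The 16 loci that the paper does not name had a median of 0.53. Between 0 and 16 psu the median was 0.54. Between 0 and 8 psu it was -0.11, within the middle 95% of random lists, and it changed sign with total counts (0.02). In arginine and proline metabolism prodha had 56, 13 and 114 counts, lowest at 8 psu, as had ckma (47, 9 and 171) and ckmb (27, 7 and 364), which belong to the skeletal muscle list.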

In fish, thyroid hormone is an amino acid derivative that acts as a regulator for metabolism, osmoregulation and salinity adaptation [78, 79]. The thyroid hormone receptor regulates cholesterol and carbohydrate metabolism through direct actions on gene expression [80] as well as cross-talk with other nuclear receptors, including PPAR and the liver X receptor [81]. The result of this study suggests that material synthesis and transmission to counteract stress require a large amount of energy and related organelle activities.

#### Cell activity-related pathways

Tight junction and antigen processing and presentation are pathways of tendency 4, while other types of O-glycan biosynthesis and glycosaminoglycan biosynthesis-keratan sulfate belong to tendency 3. Long-term salinity acclimation leads to the increase of gene transcription in basic components of cytoskeleton such as tilapia claudins, actin and myosin, and the cytoskeleton can further interact with intercellular tight junctions [82]. 

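The claudin symbol of Table 5, CLDN4, had no locus of that name. The actin gene acta1b had counts of 62, 17 and 724 at 0, 8 and 16 psu and a log2 fold change of 4.67 between 8 and 16 psu. mylpfa, a myosin light chain gene, had 44, 9 and 336 counts, mylpfb had 9, 8 and 35 and actn3b had 10, 7 and 55. Each passed the criteria in this set. These are genes of skeletal muscle. The 25 loci of a skeletal muscle list had a median log2 fold change of 1.35 between 8 and 16 psu and 1.45 between 0 and 16 psu, both above each of the 10000 matched random lists. With counts of 0 set to their bound the medians were 1.88 over the 24 loci above 3 counts in 1 of the libraries and 1.45. The paper names 10 of the 25 loci. Tropomyosin 1 (tpm1), which other tissues express as well, had 204, 215 and 452 counts and did not pass the criteria.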

The production of glycan in this study may play a role in information transmission due to its specificity in the immune response [83].

#### Signaling pathways

Signaling pathways such as the p53, PI3K-Akt and HIF-1 are increased by high salinity. 

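Of the genes listed for these signaling pathways, ddit4 had a log2 fold change of 2.27 between 8 and 16 psu, zmat3 3.25, gadd45ga 1.15, igfbp3 1.19 and egln3 1.78, and all 5 passed the criteria. Expression at 16 psu was also higher than at 0 psu for ddit4 (1.14), zmat3 (2.83) and egln3 (1.50). igfbp3 rested on 14, 11 and 41 counts. For EPO, epoa had 31, 31 and 104 counts and 1.30 between 8 and 16 psu. No locus carried the symbol GADD45B, and vat1l stayed at 0, 0 and 4 counts.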

P53 is a tumor suppressor protein and a critical component in cell cycle checkpoint response [84]. However, recent research suggests that the p53 level does not provoke an apparent increase in rainbow trout compared with mammals [85]. In aquatic animals, it is unclear whether p53 stimulated by salt adaptation is able to induce cancer cell proliferation. In this study, p53 transcription is not altered but the downstream genes are up-regulated, and there is no sufficient evidence to prove that salinity-induced carcinogenesis in tilapia. 

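Of the loci of the insulin-like growth factor 1 receptor, igf1rb rose between 8 and 16 psu with a log2 fold change of 1.22 and passed the criteria, and igf1ra had -0.24 (95% counting interval -1.39 to 0.69). Against 0 psu the value at 16 psu was 1.59 for igf1rb and -0.07 for igf1ra, which with total counts as the library sizes was 0.03. Both rest on fewer than 40 counts per library.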

Insulin-like growth factor 1 receptor transcription is up-regulated to generate the PI3K-Akt signaling pathway and HIF-1 signaling pathway [86]. However, these conclusions in other animal models are not verified in aquatic animals.

## Conclusions

According to the survival and growth parameters of *O*. *niloticus* (S1 and S2 Tables), it is feasible to rear *O*. *niloticus* at saline water. From the molecular perspective as shown in Fig 7, during salinity acclimation, *O*. *niloticus* produced significant changes in amino acid metabolism and synthesis, oxidation, protein synthesis and degradation, energy material utilization, and signal transduction. 

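Beside the pathway genes, the 17 loci of a hepatocyte list had median log2 fold changes of 0.07, 0.16 and 0.03 in the 0 vs 8, 0 vs 16 and 8 vs 16 psu sets, at percentiles 91.6, 93.1 and 72.2 of matched random lists. The stearoyl-CoA desaturase gene scd, 1 of the 10 genes with the most counts, had 232694, 167120 and 172372 counts. The paper states that the fish met the change of salinity with changes in amino acid and protein turnover, in the use of energy sources and in signal transduction.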

Glycolysis and fatty acids are involved in the regulation of acetyl coenzyme A synthesis and metabolism to participate in the TCA cycle and produce ATP for energy supply. Acetyl coenzyme A also participates in cholesterol synthesis by adjusting the needs of ovarian steroids and steroid hormone synthesis. Ovarian steroidogenesis activates the cAMP signal pathway to regulate adenylate cyclase, downstream gene expression and arachidonic acid metabolites. Among these actions, adenylate cyclase catalyzes ATP into cAMP to support signal transmission and the downstream genes of cAMP signal pathway cover various physiological processes. Arachidonic acid metabolites play extensive roles in maintaining homeostasis. Steroid hormone biosynthesis produces cholesterol-containing DHEA and cholesterol sulfate, which in turn participate in the PPAR pathway, immune-related pathways, cell connections and the PI3K signal pathway. The synthesis and metabolism of some amino acids reflect the reaction of tilapia to maintain osmotic stability. Protein synthesis and the metabolism in organisms are a prerequisite before responding to an environmental salinity challenge. In short, the steroid hormones, osmoregulation, lipid metabolism and cell-connected components are critical measures for salinity domestication in aquatic animals.

**Fig 7:**
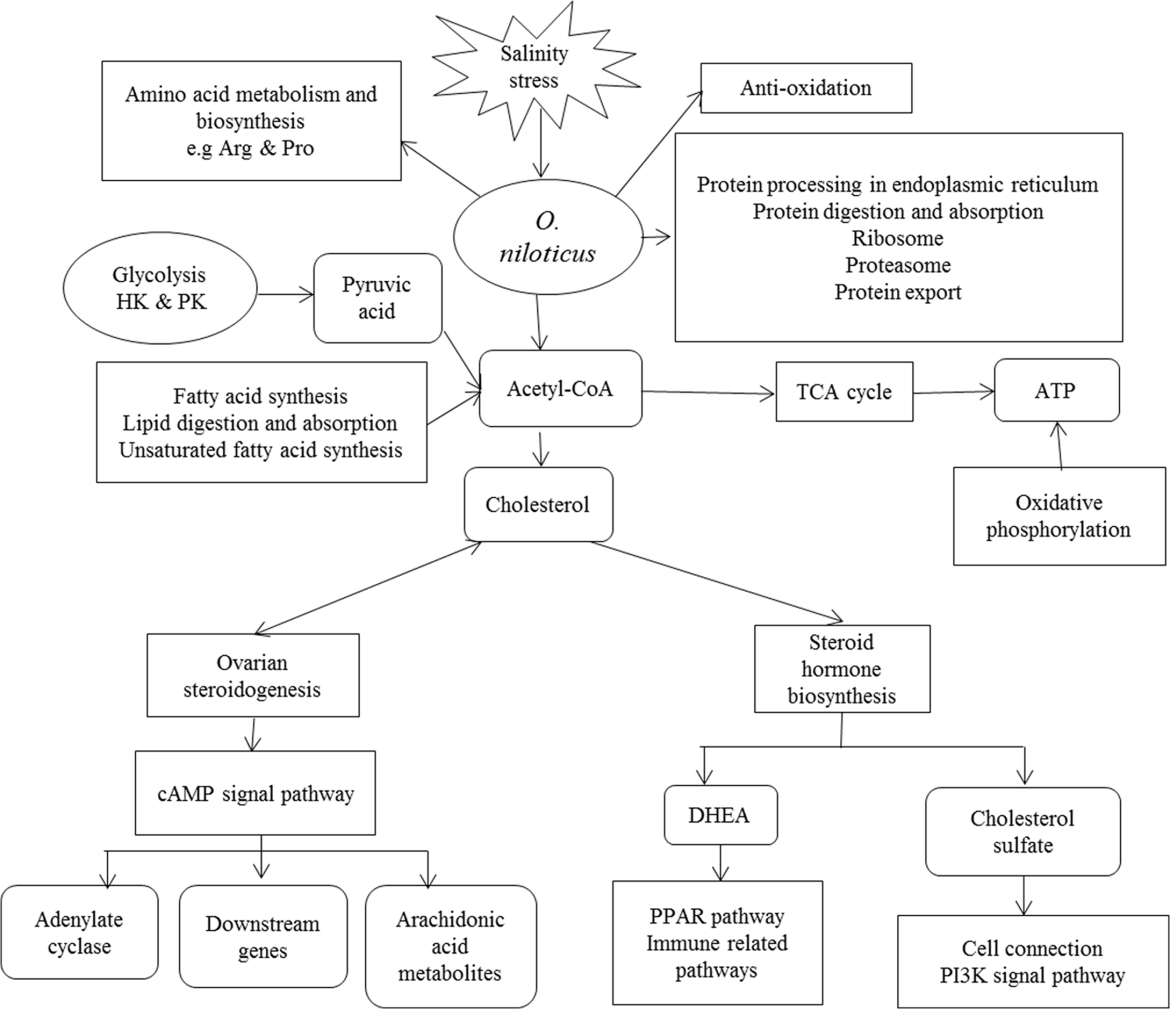
Summary of the transcriptional changes of *O*. *niloticus* is shown under the salinity domestication. The right-angle quadrilateral represents the pathways, and the rounded quadrilateral represents the important intermediates.

## Materials and Methods

### Experimental design and sampling

*Oreochromis niloticus* juveniles (initial weight 0.88 ± 0.04 g) were purchased from a farm in Hainan, China. After acclimation in freshwater for two weeks, fish were stocked in nine freshwater tanks (66 × 63 × 40 cm) with 25 fish each. One set of three tanks with freshwater were used as control and other two sets of three tanks were acclimated to the salinities of 8 and 16 psu, respectively, by increasing the salinity at 4 psu per day using crystal sea salt. The salinity was daily measured with a salimeter (AZ Instrument Corp. Ltd, Co. AZ8371). Fish were exposed to three final salinities 0, 8, and 16 psu in triplicate for 8 weeks. During the experiment, the environment was maintained at 12:12 dark/light, 28 ± 1°C, 7.99 ± 0.23 pH and >6 mg/L dissolved oxygen. One third of the water volume was daily renewed with corresponding salinities. Tilapias were fed with a commercial diet (35% crude protein and 3% crude lipid, S3 Table) twice daily at 08:00 h and 16:00 h to apparent satiation. Feces and uneaten feed were daily removed with a siphon tube. At the end of the experiment, *O*. *niloticus* in all tanks were fasted for 24 h before sampling. All experiments were conducted under the standard code of protocol for the care and use of laboratory animals in China. This research project was approved by the Animal Ethics Committee of East China Normal University. Eight fish were randomly selected and were anesthetized in 30 ppm MS-222. The hepatopancreas of each fish was put in a sterile plastic tube with Trizol (Invitrogen) for RNA extraction.

### RNA extraction

The total RNA of the hepatopancreas was extracted by the Trizol method (Invitrogen). The integrity of every RNA sample was tested using 1% agarose gel electrophoresis to ensure that the RNA was integral with three distinct and bright stripes. In each treatment, the eight qualified RNA samples from each treatment group were mixed with the same amount of RNA to make sure the veracities and universalities. The quality of mixed RNA was further checked on a Bioanalyzer 2200 (Agilent Technologies, Santa Clara, CA, USA) with a RIN^e^ value of >8, which is acceptable for cDNA library construction (S10 Fig). The mRNA is purified using the Dynabeads mRNA Purification Kit (Life tech, Cat. no. 1264684).

### cDNA library construction and sequencing

The RNA-Seq was conducted by Novel Bioinformatics Co., Ltd with Sanger / Illumina 1.9. The cDNA library was prepared using the Ion Total RNA-Seq Kit v2 (Life technologies, Cat. no. 4479789) with 5 μg total RNA following the manufacturer's instructions. The mRNA with poly(A) was isolated with Dynabeads (Life technologies, USA), fragmented with RNaseIII and then purified. The fragmented RNA was added and ligated with ion adaptor. Double-stranded cDNA was synthesized and purified by the magnetic bead based method. The molar concentration of the purified cDNA was detected for each cDNA library. The filtering of the raw reads was produced with FAST-QC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Samples were processed on a OneTouch 2 instrument and enriched on a OneTouch 2 ES station for preparing the template-positive Ion PI Ion Sphere Particles according to the Ion PI Template OT2 200 Kit (Life tech, Cat. no. 4482286). After enrichment, the mixed template-positive Ion PI Ion Sphere particles of three samples were loaded onto a 1 P1v2 Proton Chip and sequenced on Proton Sequencers according to the Ion PI Sequencing 200 Kit (Life tech, Cat. no. 4482283).

### Quality control and mapping

The raw sequencing data were also evaluated by FAST-QC. The evaluation metrics scrutinized the nature of the data before subsequent variant evaluation. MapSplice software (MapSplice v2.1.8) was used, which is a tool for RNA-seq data analysis on mapping the RNA-seq data to the genome of *O*. *niloticus* Orenil1.1. MapSplice is the core program in Bowtie 1.0.0 that can quickly identify splicing and cutting the exon-exon [87]. The accession number of RNA-Seq is GSE67671.

### Differential expression and series cluster

Different gene expression was screened by the EB-Seq algorithm [88]. The differential gene screening criteria was fold change >2 or fold change <0.5 (P <0.05, and false positive rate (FDR) <0.05). If multiple transcripts existed in a gene, the longest transcript was selected to calculate the sequencing depth and expression to ensure the result accuracy. The whole differential gene union of the three sets was obtained. Any two of the three sets (0 vs 8, 0 vs 16 and 8 vs 16 psu) were compared for the signal values of genes in the differential gene union. A series of expression tendency models of the differential genes in three groups were obtained. The minimum correlation coefficient of the state tendency analysis is 0.85. Significant models had a higher probability than expected by Fisher’s exact test and the multiple comparison tests [89].

### GO analysis and pathway analysis

Gene Ontology (GO) annotation of differential genes was based on the AmiGO database (http://amigo.geneontology.org/amigo). Using Fisher's exact test and χ^2^ test [89], we calculated the result of the multiple hypothesis testing correction to obtaining the FDR, which was produced to correct the P-value. The FDR was defined as FDR = 1- N_K_/T, where N_K_ refers to the number of Fisher’s test P-values less than the χ^2^ test P-values. Thus, the differentially expressed genes in significantly enriched GO terms were selected at P-value <0.01 and FDR <0.05. Pathway annotations of differential genes were downloaded from Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg/). A Fisher exact test was used to find the significant enrichment pathways. The resulting P-values were adjusted using the BH FDR algorithm [89]. Pathway categories with a P-value <0.05 were reported. Enrichment provided a measure of the significance of the function because more enrichment represents more significant pathways in the experiment.

### Gene-act network and co-expression network

We used the KEGG database to build the network of genes according to the relationship among the genes, proteins and compounds in the database [90–93]. Then, the gene co-expression networks were presented to find the interactions among the genes [94]. The gene co-expression networks were built according to the normalized signal intensity of specific expression genes. For each pair of genes, we calculated the Pearson correlation (P-value <0.05, Pearson >0.999 or <-0.999) and chose the significant correlation pairs to construct the network [95]. Within the network analysis, degree centrality is the simplest and most important measure of the centrality of a gene within a network to determine the relative importance. The degree centrality is defined as the number of links that one node has to other [96]. Moreover, to study the properties of the networks, k-cores in the graph theory were introduced as a method of simplifying the graph topology analysis. A k-core of a protein-protein interaction network usually contains cohesive groups of proteins [97, 98]. The purpose of network structure analysis was to locate the core regulatory factors (genes) that were in one network. Core regulatory factors connected most of the adjacent genes and had the largest degree. While considering different networks, the core regulatory factors were determined by the degree differences between two classes of samples. They usually had the largest degree of differences.

### QPCR validation

The reverse transcription of the three groups of extracted RNA was followed by PrimeScript RT Master Mix (TAKARA, Code No. RR036A). The reaction volume was 20 μL at the end and consisted of 4 μL 5 × PrimeScript RT Master Mix (Perfect Real Time), 1 μg total mRNA, and a supplement of nuclease-free water. The protocol of reverse transcription was 37°C for 15 min, and 85°C for 5 sec.

Twenty five genes were randomly selected to design specific primers with primer 6.0 (Table 6). The validation of RNA-Seq was conducted in a final volume of 20 μL that contained 3 μL of cDNA, 0.4 μM of each primer, 10 μL of ULtraSYBR Mixture and 6.2 μL of nuclease-free water. PCR amplifications were performed by the Bio-Rad CFX96 RealTime PCR system (Bio-Rad, US). The reaction program was the following: 95°C for 30 sec, 50 cycles (94°C for 15 sec, 58°C for 20 sec), and 72°C for 20 sec. The dissolution curve temperature is 60.0–95.0°C, which was increased by 0.5°C per 0.05 sec. The cDNA of each group with three parallels was normalized with the EF1A gene [99]. Then, the 2^-ΔΔCt^ method processing data was used to obtain the fold change [100].

**Table 6:** List of the genes validated by qPCR.

Gene	Abbreviation	Primer sequence	Amplicon length
Sulfotransferase family cytosolic 2B member 1	SULT2B1	GGTCAGCACACTTCAGCGATGAT	107
		GTCACTCTCATTCACTGGCATTGGA	
Glyceraldehyde-3-phosphate dehydrogenase	GAPDHS	AAGAAGCATCATCCGTGAGGTTACT	80
		TCCATTGATTCCAACACAGAGGTCT	
Complement C3	C3	GCAGCACCTGGTTGACAGCATAT	92
		GACGGCGTTACAGATCACTTCACTT	
cyclin-B2	CCNB2	TCTGAGGTCGCTGCTGCTTC	91
		CATAGGTAGAGTAGTGCTGCTGTGT	
D(4) dopamine receptor	DRD4	GGTTGCTTCTTGTTCTGTTGGACTC	101
		GTGACAGTGCTCATTAGACCAGGAT	
Small cytidine deaminase	CDA	GTGGAGAATGCGAGTTACAATCTGG	118
		GGTCACTCTCGTCACTGGCAAT	
fizzy-related protein homolog	FZR1	ATGCCTCCGCTCCAGTCAGA	111
		CTTGTTGTCATTGCCGCCAGAG	
Glutathione S-transferase theta-1	GSTT1	TCGCTCAACCTGTTGGAGGAGAA	94
		TCCACCACAGCCACCACATCT	
microtubule-associated protein tau	MAPT	GCAACTCGCAGGAGCATCTTCA	112
		CTTGGCGGTTATGGACGGTCTT	
Phosphatidate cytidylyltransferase 2	CDS2	CAAGGAGGCTGATGGCGATGAC	101
		TGGCGAGAGGATAATCTGGAGTGT	
Alpha-2-antiplasmin	SERPINF2	TCTGTTCTCTGGTCCTGACCTCTC	101
		CGACGCCTTCTTCACTGAGTTCTAT	
DNA replication licensing factor MCM3	MCM3	TGATTCAGAGGAGGAGGAGGAGATG	104
		CATACGGGCTGTAGGGCTCACT	
bile acid receptor	NR1H4	GGAATGCTGGCTGAATGTCTGTTGA	95
		CCTGCTGTCCGTGTTCTCCTCTT	
histone-lysine N-methyltransferase, H3 lysine-79 specific	DOT1L	AGGAGGTGAATCGGACGCAGAA	95
		ACGAAGAGGAAGACGAGGATGAAGA	
complement component C6	C6	GGACTCGCAGCATGGACCTT	100
		CAGCATCATCACGACTCACATTGG	
cyclin-dependent kinase 2	CDK2	GGCTGGACCATAGAGTCATTGAGAA	95
		CCACCTGCTGCCACCATCAT	
sonic hedgehog protein A	SHH	GGCAAGATCGCACGCAATTCTGA	108
		CGCCTGTGTTCTCCTCGTCCTT	
Diacylglycerol O-acyltransferase 2	DGAT2	CTAGGAAGATGACTGGTTGCTGCTA	91
		GTGCGATGACGAAGGTGGTGAA	
2-acylglycerol O-acyltransferase 2	MOGAT2	CTGCCACTTCACCATCTCTGTAACT	120
		TCAGCCAGTAGCGAGTGAACATC	
UDP-glucuronosyltransferase 2B17	UGT2B17	TCAGATTGCCCAGTATTTGCTACCA	113
		CCACTCTCATTAGCCACAGGTCAG	
cDNA, FLJ96434, highly similar to Homo sapiens cytochrome P450, family 2, subfamily J, polypeptide 2 (CYP2J2), mRNA	CYP2J2	ACTTTGCTGGGACTGACACTACATC	102
		GGTCTATCTCCTCCTGGCATTGTTC	
ITGA10 protein	ITGA10	GGCACCACCATATCCAGTCTTCCA	95
		ACGGCACCTCTGTTATCATCCTCAA	
3-keto-steroid reductase	HSD17B7	CCTTACACCGTACAATGGAGCAGAG	108
		GTCCCAAGCCCTGATGTTAAACTGT	
UDP-glucuronosyltransferase 2A1	UGT2A1	CACACCTTGTATAACGCAACTCAGT	92
		GCTTCAAGTTCGCTATCACGGTTA	
cDNA FLJ75329, highly similar to Homo sapiens LAG1 longevity assurance homolog 2 (S. cerevisiae), transcript variant 2, mRNA	CERS2	CGGTTGATGACAATGATGAAGAGGA	95
		GTTAGCCAGCGATGCCAGTCT	
Patatin-like phospholipase domain containing 2	PNPLA2	GGCTGGACCATAGAGTCATTGAGAA	95
		CCACCTGCTGCCACCATCAT	
cDNA FLJ75392, highly similar to Homo sapiens hexokinase II (HKII) mRNA	HK2	GGCGAGTCCAACATTCAGATAACCA	107
		TACTTCTCCACCTTACCGAGCACAT	

## Supporting Information

S1 Fig Responses of the steroid biosynthesis pathway to salinity acclimation in *O*. *niloticus*. The steroid biosynthesis pathway is up-regulated in the constant-change category. The quadrilateral in red represents the up-regulated genes. The 2.5.1.21 represents the squalene synthase; the 1.14.13.132 represents the squalene monooxygenase; the 1.3.1.72 represents the delta24-sterol reductase and the 1.1.1.270 represents the 3-keto steroid reductase. According to this pathway, the production of cholesterol is up-regulated.
(TIF) Click here for additional data file.

S2 Fig Responses of the ovarian steroidogenesis pathway to salinity acclimation in *O*. *niloticus*. The ovarian steroidogenesis pathway is up-regulated both involved in the constant-change and stable-then-change categories. The quadrilateral in red represents the up-regulated genes. The IGF1R represents the insulin-like growth factor 1 receptor; the AC represents the adenylate cyclase 1; the ARTISt represents the acyl-CoA thioesterase 2; the LPOX represents the arachidonate 5-lipoxygenase; the CYP17 represents the steroid 17 alpha-monooxygenase / 17 alpha-hydroxyprogesterone aldolase and the 17β-HSD represents the 17 beta-estradiol 17-dehydrogenase. According to this pathway, ovarian steroidogenesis participates in the cAMP signal pathway regulation.
(TIF) Click here for additional data file.

S3 Fig Responses of the steroid hormone biosynthesis pathway to salinity acclimation in *O*. *niloticus*. The steroid hormone biosynthesis pathway is up-regulated in the constant-change category. The quadrilateral in red represents the up-regulated gene. The 2.8.2.2 represents the alcohol sulfotransferase; the 1.1.1.62 represents the 17 beta-estradiol 17-dehydrogenase and the 2.4.1.17 represents the glucuronosyltransferase. According to this pathway, many downstream steroid hormones are up-regulated under salinity stress.
(TIF) Click here for additional data file.

S4 Fig PPAR signaling pathway response to salinity acclimation in *O*. *niloticus*. The PPAR signaling pathway is down-regulated in the change-then-stable category. The quadrilateral in blue represents the down-regulated gene. The FABP represents the fatty acid-binding protein 1; the PPARα represents the peroxisome proliferator-activated receptor alpha; the RXR represents the retinoid X receptor alpha; the Apo-AI, Apo-AⅡand Apo-AⅤrepresent the apolipoprotein A family; and the ACS represents the long-chain acyl-CoA synthetase.
(TIF) Click here for additional data file.

S5 Fig Fat digestion and absorption pathway response to salinity acclimation in *O*. *niloticus*. The fat digestion and absorption pathway is down-regulated in the constant-change and change-then-stable categories. The quadrilateral in blue represents the down-regulated gene. The I-FABP represents the fatty acid-binding protein 2; the MGAT represents the 2-acylglycerol O-acyltransferase 2; the DGAT represents the diacylglycerol O-acyltransferase 1; the PAP represents the phosphatidate phosphatase; the ApoB-48 represents the apolipoprotein B; the ApoA-IV represents the apolipoprotein A-IV and the ApoA-Ⅰrepresents the apolipoprotein A-I. In this pathway, down-regulated genes in triglycerides biosynthesis and transportation indicate that triglyceride utilization is up-regulated under salinity stress.
(TIF) Click here for additional data file.

S6 Fig Responses of the fatty acid biosynthesis pathway to salinity acclimation in *O*. *niloticus*. The fatty acid biosynthesis pathway is down-regulated in the change-then-stable category. The quadrilateral in blue represents the down-regulated gene. The FASN represents the fatty acid synthase. The down regulation of fatty acid synthase suggests that the acetyl-CoA is reserved to participate in physical synthesis and energy production.
(TIF) Click here for additional data file.

S7 Fig Biosynthesis of unsaturated fatty acids pathway response to salinity acclimation in *O*. *niloticus*. The biosynthesis of unsaturated fatty acids pathway is up-regulated in the stable-then-change category. The quadrilateral in red represents the up-regulated gene. The 3.1.2.2 represents the acyl-coenzyme A thioesterase. Because the contents of unsaturated fatty acids in feed cannot meet the demands in response to ambient salinity, Nile tilapia have to synthesis by themselves.
(TIF) Click here for additional data file.

S8 Fig Glycolysis/Gluconeogenesis pathway response to salinity acclimation in *O*. *niloticus*. The glycolysis/gluconeogenesis pathway is up-regulated in the stable-then-change category. The quadrilateral in red represents the up-regulated gene. The 2.7.1.1 represents the hexokinase; the 4.1.2.13 represents the fructose-bisphosphate aldolase; the 5.3.1.1 represents the triosephosphate isomerase; the 5.4.2.11 represents the 2,3-bisphosphoglycerate-dependent phosphoglycerate mutase; the 4.1.1.32 represents the phosphoenolpyruvate carboxykinase; the 1.2.1.3 represents the aldehyde dehydrogenase; the 6.2.1.1 represents the acetyl-CoA synthetase; the 2.7.1.40 represents the pyruvate kinase and the 1.1.1.27 represents the L-lactate dehydrogenase. Even the restriction enzymes, pyruvate kinase and hexokinase, are up-regulated, the 6-phosphofructokinase remains unchanged. Therefore, it is difficult to access the glycolytic efficiency.
(TIF) Click here for additional data file.

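The phosphofructokinase gene pfkma had counts of 849, 882 and 1159 at 0, 8 and 16 psu and log2 fold changes of 0.03, 0.16 and 0.13 in the 0 vs 8, 0 vs 16 and 8 vs 16 psu sets. Other phosphofructokinase loci had fewer counts and did not pass either, with log2 fold changes against 0 psu of -0.13 and 0.02 for pfkl, 0.78 and 0.58 for pfkpa and 0.34 and 0.21 for pfkpb. The pyruvate kinase gene pkm had 104, 124 and 288 counts and 0.21, 1.13 and 0.91, of which the 0 vs 16 psu value passed the criteria. No locus carried the hexokinase symbol HK1, and the glucokinase gene gck fell from 791 counts at 0 psu to 34 at 8 psu and 6 at 16 psu.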

S9 Fig Pyruvate metabolism pathway response to salinity acclimation in *O*. *niloticus*. The Pyruvate metabolism pathway is up-regulated in the stable-then-change category. The quadrilateral in red represents the up-regulated gene. The 4.1.1.32 represents the phosphoenolpyruvate carboxykinase; the 2.7.1.40 represents the pyruvate kinase; the 1.1.1.28 represents the D-lactate dehydrogenase and the 6.2.1.1 represents the acetyl-CoA synthetase.
(TIF) Click here for additional data file.

S10 Fig The detection results of the mixed total RNA quality on a Bioanalyzer 2200. A0 represents ladder; A1/AL represents the freshwater treated set; the B1/BL represents the 8 psu treated set and the C1/CL represents the 16 psu treated set. The RIN^e^ value >8 is acceptable for cDNA library construction.
(TIF) Click here for additional data file.

S1 Table The whole body crude compositions of Nile tilapia at different salinity acclimations (%). (DOCX) Click here for additional data file.

S2 Table The growth parameters of Nile tilapia at different salinity acclimations. (DOCX) Click here for additional data file.

S3 Table The compositions of commercial diet used in the study. (DOCX) Click here for additional data file.

# Supplementary material for: Transcriptome Profiling and Molecular Pathway Analysis of Genes in Association with Salinity Adaptation in Nile Tilapia Oreochromis niloticus
**Source:** PLoS One. 2015 Aug 25;10(8):e0136506. doi: 10.1371/journal.pone.0136506
**Supplement:** S1 Table

**S1 Table**

The whole body crude compositions of Nile tilapia at different salinity acclimations (%)

| Composition | Group | | |
| --- | --- | --- | --- |
|  | Control | 8 psu | 16 psu |
| Moisture | 72.73±1.49 | 75.17±1.44 | 74.35±1.57 |
| Crude lipid | 8.89±0.86^a^ | 8.35±0.86^a^ | 6.41±0.51^b^ |
| Crude protein | 11.03±0.66 | 10.15±0.34 | 10.39±0.54 |
| Ash | 2.62±0.15 | 2.57±0.12 | 2.65±0.11 |

Values: mean ± SD (n = 3/group). Values in the same row with different superscripts are statistically significant differences (p<0.05).

There were no significant difference at moisture, crude protein and ash. Crude lipid was the significantly different composition which supported the conclusion of lipid consumption of RNA-Seq results of *O. niloticus* at saline water.

# Supplementary material for: Transcriptome Profiling and Molecular Pathway Analysis of Genes in Association with Salinity Adaptation in Nile Tilapia Oreochromis niloticus
**Source:** PLoS One. 2015 Aug 25;10(8):e0136506. doi: 10.1371/journal.pone.0136506
**Supplement:** S2 Table

**S2 Table**

The growth parameters of Nile tilapia at different salinity acclimations

| Parameter | Group | | |
| --- | --- | --- | --- |
|  | Control | 8 psu | 16 psu |
| Weight gain | 1143.70±410.54^a^ | 762.38±161.56^ab^ | 512.12±200.07^b^ |
| Survival | 84.00±12.00 | 86.67±8.33 | 86.67±6.11 |
| FCR | 1.54±0.57^a^ | 2.13±0.12^ab^ | 2.85±0.58^b^ |
| HSI(%) | 2.19±0.22 | 2.27±0.19 | 2.07±0.08 |
| CF | 3.52±0.28 | 3.59±0.20 | 3.50±0.23 |

Values: mean ± SD (n=3/group). Values in the same row with different superscripts are statistically significant differences (p<0.05).

These were main parameters of *O. niloticus* reared at different salinities. The significant influence of different salinities on *O. niloticus* was weight gain. No significant difference was found in survival, FCR, HSI and CF. The results showed that it is feasible for *O. niloticus* rearing at saline water because there was no significant difference in survival. But significant difference in weight gain showed the *O. niloticus* was under stress at saline water.

# Supplementary material for: Transcriptome Profiling and Molecular Pathway Analysis of Genes in Association with Salinity Adaptation in Nile Tilapia Oreochromis niloticus
**Source:** PLoS One. 2015 Aug 25;10(8):e0136506. doi: 10.1371/journal.pone.0136506
**Supplement:** S3 Table

**S3 Table**

The compositions of commercial diet used in the study

| Crude protein≥% | crude fat≥% | crude fiber≤% | Crude ash≤% | calcium≤% | Total scales≤% | Water content≤% | Total lysine≥% |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |
| 35 | 3 | 9 | 13 | 0.9-1.3 | 0.75 | 12 | 1.5 |

The commercial diet was produced by Shandong Dongpinghu Feed Co., Ltd. China. Feed ingredient：fish meal, wheat flour, FD shrimp powder, soya protein, germ, brewer's yeast, seaweed powder, starch, vegetable oils, digestive enzymes, amino acids, carotenoids, multiple vitamins, mineral nutrients, and stable vitamin C.

How the deposited data were processed for this re-analysis (not part of the article)

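Gene expression was measured by RNA-Seq in the hepatopancreas of Nile tilapia kept at 0, 8 and 16 psu, with 1 pooled library of 8 fish per salinity. The authors isolated poly(A) RNA, prepared libraries with an Ion Total RNA-Seq kit, sequenced them on Ion Proton instruments, evaluated and filtered the reads with FAST-QC and mapped them with MapSplice to the Orenil1.1 genome. For a gene with several transcripts the authors used the longest. They deposited 1 table, in which each value is a raw count of reads per gene in 1 library, without normalization. All values were whole numbers of 0 or more, no gene identifier was duplicated, and the table had no column beyond the 3 libraries. The tool that counted the reads, the strand used and the handling of reads that match several genes are not stated in the sources used here. The reads themselves and their mapping were not analysed here.

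The table held 29605 genes, of which 16573 had at least 10 counts in at least 1 library and were kept. Library sizes were scaled with the TMM factors of edgeR 4.0.16 in R 4.3.3, computed over the 3 libraries, which gave effective sizes of 13.7M counts at 0 psu, 14.0M at 8 psu and 16.8M at 16 psu. All other values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and drawn with matplotlib 3.10.9. Log2 fold changes were taken between log2(CPM + 0.5) values of the libraries of a set. 1 count corresponded to 0.0684, 0.0734 and 0.0621 CPM at 0, 8 and 16 psu by the library totals. The limit that a count of 0 allows was taken as 3 counts per library.

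Of the choices, those for scaling, filters, tests, named genes and most gene lists were made before the data were examined. With 1 library per salinity there are no residual degrees of freedom, so neither a quasi-likelihood fit nor the DESeq2 test was run, and EB-Seq, which the authors used, was not installed. In its place a gene was taken as different when its fold change was above 2 or below 0.5 and its adjusted p was under 0.05. The p came from a two-sided exact binomial test on the reads of the gene in the 2 libraries of a set, with the probability set by the effective library sizes, and was adjusted by Benjamini-Hochberg over the genes kept. This test treats reads as independent, and duplicate reads from PCR are not marked in a count table without molecular identifiers. It covers no variation between fish, tanks or library preparations. Intervals are exact Clopper-Pearson 95% intervals of the share of reads, turned into a fold change without the added 0.5.

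The union of the 3 sets was assigned to the 8 tendencies of Fig 1 by the highest Pearson correlation, with a minimum of 0.85, and set beside the mean over the 6 orders of the 3 libraries. The genes of Tables 3 to 5 were matched to loci by symbol, without regard to case and with or without a trailing a, b, l or -like, or by an approved synonym. This ties fish duplicates of a gene to 1 symbol, and a locus that the gene name table leaves without a symbol cannot be found. All matching loci were used. The gene name table belongs to another genome assembly than the authors' (O_niloticus_UMD_NMBU), so no coordinate was used. It holds no transcript lengths or GC contents, so no correction for either was run.

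Genes are named in the text by a rule with 4 parts: genes named in the paper with a locus of that symbol, the 5 genes with the highest and the 5 with the lowest fold change per set among those that passed with at least 100 counts in 1 of the 2 libraries, the 10 genes with the most counts, and the members of the gene lists. The values that the paper prints in its tables count as seen. Exceptions are said to have been chosen after their values were seen. Gene lists covered ribosomal proteins, oxidative phosphorylation subunits, proteasome subunits, mitochondrial ribosomal proteins, cholesterol synthesis, glycolysis, ER chaperones, skeletal muscle, enterocyte, exocrine pancreas, hepatocyte, erythrocyte and estrogen-responsive liver genes. Of these, the mitochondrial ribosomal proteins were not in the plan written before the data were examined. Chosen after values had been seen were lists of small proteins with short mRNAs, circadian clock genes, hypoxia-responsive genes, acute-phase genes, large subunits of the same complexes, stomach genes and pancreatic islet genes. The median log2 fold change of a list was given a percentile among 10000 random lists of the same size, matched over 20 bins of mean log2 CPM. This describes the libraries and is no test of the salinities.

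The alternatives were DESeq2 1.42.0 size factors, the upper quartile and total counts as scaling; no count minimum and a minimum of 100 counts; fold limits of 1.5 and 4; the fold limit without the test; the edgeR exact test with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4, or with that estimated from the 3 libraries taken as 1 group (0.309); CPM on a linear scale, profiles of 2-fold steps, and a minimum correlation of 0.95 or none; 0.1 or 2 in place of 0.5 CPM; symbols with a single locus; random lists without matching; and, for the qPCR genes, values relative to EF1A and the 0 vs 8 psu set. The procedure was tested on simulated data with 200 genes changed 4-fold up or to 0.25-fold between 0 and 8 psu. With counting error alone 96.0% of these were recovered and no other gene was called. With a biological coefficient of variation of 0.2, 96.0% were recovered and 383 of the 15951 other genes were called at 8 psu. At 16 psu, where none had been changed, 324 of 16151 genes were called. The edgeR exact test with that value recovered 67.0%, with 8 and 0 other genes. No co-expression network, gene ontology or pathway enrichment was computed, since the gene sets used by the authors were not used here.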

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

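Of the tests reported here, those on stomach genes and on pancreatic islet genes were chosen after the result was seen. Each difference is between single pooled libraries and has no replicate check.

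The paper states a rise of actin and myosin transcription with long salinity exposure. Skeletal muscle genes that it does not name had counts well above the limit of 3 counts and rose in the 16 psu library. The median log2 fold change between 8 and 16 psu of the 15 loci of the skeletal muscle list that the paper does not name was 1.35, above each of 10000 matched random lists, whose middle 95% ran from -0.28 to 0.39. Of the 15 loci 11 were higher, 4 were lower and 9 passed the criteria as higher. With loci at 0 counts set to their bound the median was 1.85. acta1b reached 724 counts at 16 psu (62 at 0 psu and 17 at 8 psu), and mylz3, a myosin light chain gene outside the list, reached 334 (21 and 6). The 4 lower loci were eno3 (25264 counts at 8 psu and 27629 at 16 psu) and Mb (52555 and 51597), which were abundant in all libraries, and pygmb (86 and 80) and myom1 (52 and 23), which were not. The 11 higher loci rose by unequal amounts, from 0.31 for acta1a, with 11 counts or fewer, to 4.67 for acta1b, so a like fold was not seen. Skeletal muscle tissue in the 16 psu pool is a candidate explanation. The median of 1.35 over loci that the paper did not pick is what it predicts, while the fall of myom1, a sarcomere gene, is not. A second locus, myom1b, rose with 0, 0 and 13 counts at 0, 8 and 16 psu, so the 2 myom1 loci moved apart. The counts do not tell at which step such tissue would have entered. A response of the hepatopancreas itself to 16 psu that involves muscle genes was not tested and stays open. The 0 psu library held more counts of acta1b and mylz3 than the 8 psu library, so the order of these genes does not follow the salinity.

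Enterocyte genes that the paper does not name fell from the 0 psu library to the others. The median log2 fold change of 8 loci between 0 and 8 psu was -0.83, at percentile 0.06 of matched random lists, and setting the loci at 0 counts to their bound left it at -0.83. Of the 8 loci 6 were lower. tmprss15, the enteropeptidase gene, had 216 counts at 0 psu and 0 in both saline libraries, which is at least 73.3-fold lower at 8 psu. The 2 loci that rose were anpepa with 15, 24 and 24 counts and mep1bb with 19, 31 and 41. cdh17, with 179, 162 and 209 counts, was lower by less than its counting error. pepsin, a gene of the stomach, had 609 counts at 0 psu and 0 at 8 and 16 psu (at least 207-fold lower at 8 psu). All 5 stomach list loci with any count had counts in the 0 psu library only, 646 in all, of which pepsin gave 609 and cldn18 gave 31. Intestinal tissue in the freshwater pool and stomach tissue in it are both possible explanations, and the tests (-0.83 and 5 of 5 loci) leave both open, since the enterocyte members moved apart, some of them may be expressed in the hepatopancreas at a level that hides a small share of gut, and the stomach signal rests on pepsin. The salinity itself, or the time since the last meal within the 24 h fast, was not tested and cannot be told apart from tissue by these libraries.

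slc30a8, a zinc transporter gene of pancreatic islets, had 171, 0 and 1 counts at 0, 8 and 16 psu. Pancreatic islet tissue in the freshwater pool was tested as a source. The 9 other islet list loci above the count minimum had a median log2 fold change of 0.29 between 0 and 8 psu, so they did not fall with slc30a8, with members both higher and lower. The islet genes ins, insb and iapp had 0 counts in all 3 libraries and gcgb had 2, 4 and 1. Islet tissue that gave the counts of slc30a8 would bring these transcripts along, which argues against it. No other explanation was tested for this gene.

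The remaining genes with the largest changes that the paper does not name were far above the limit of 3 counts in at least 1 library. Higher in the saline libraries were LOC100708849, with up to 7134 counts, LOC100692275 with up to 15320, LOC102075500 with up to 1389, LOC100702363 with up to 280, LOC100698118 with up to 166 and LOC100697403 with up to 171. igfbp1a reached 382 counts at 16 psu against 22 at 0 psu and 10 at 8 psu, and LOC100707421 reached 213 against 6 and 3. Lower in the saline libraries were LOC100706176 (1009 counts at 0 psu, 0 at 8 psu and 12 at 16 psu) and LOC102080419 (673, 3 and 6 counts). LOC102082407 had 0, 1497 and 2 counts, so nearly all its reads came from the 8 psu library. Lower at 16 than at 8 psu were LOC100702388 (highest count 391 in the 0 psu library), oatx (385 at 8 psu) and LOC100689901 (148 at 8 psu). A difference of 1 gene between single pools of 8 fish cannot be separated from 1 fish with an unusual level or genotype, from reads shared with a paralog or from the salinity, and none of these was tested for the genes without a symbol.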

How the results depend on the processing

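The alternatives here were all chosen in advance, and of the tests they were applied to, those on the clock, hypoxia, acute-phase, short mRNA, large subunit and islet lists were chosen after results were seen. The mitochondrial ribosomal protein list was not in the plan written before the data were examined. No replicate was left out, since each salinity has 1 library, and no correction for transcript length or GC content was run, since neither is in the gene name table. No paired analysis was possible because the libraries carry no numbers that pair them. The DESeq2 test was not run for want of replicates.

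The numbers of genes that passed stayed within 1.5 times those given with TMM in 24 of 48 values, under DESeq2 size factors, the upper quartile, total counts, no count minimum, the fold limit alone and an assumed biological coefficient of variation of 0.1. They moved further in the other 24. A minimum of 100 counts, which leaves fewer genes to test, gave 585 genes in the 0 vs 8 psu set, 732 in the 0 vs 16 psu set, 290 in the 8 vs 16 psu set and 1050 in the union. A fold limit of 1.5 gave 3580, 4020, 2071 and 6147, and one of 4 gave 140, 213, 119 and 312, as the limits themselves imply. The edgeR exact test with an assumed biological coefficient of variation of 0.2 gave 478, 818, 257 and 1107 genes, with 0.4 it gave 38, 96, 55 and 130, and with the value of 0.309 estimated from the 3 libraries as 1 group it gave 107, 203, 104 and 275. These tests allow for variation between libraries that the data cannot measure, which is why they call fewer genes. The number of genes that differ between the salinities thus depends on a variation that is not known here.

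The share of higher genes depended on the scaling, the fold limit, the count minimum and the test. With TMM 45.3% of the genes that passed in the 0 vs 8 psu set were higher at 8 psu, and with total counts 58.6%. With TMM it was 27.1% with a fold limit of 4, 38.1% with at least 100 counts, 36.8% with an assumed biological coefficient of variation of 0.2 and 13.2% with 0.4. In the 0 vs 16 psu set the shares were 52.3% and 65.1%. In the 8 vs 16 psu set most genes were higher at 16 psu with either, 61.5% with TMM.

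The tendencies kept within 1.5 times their number in 72 of 88 values. With at least 100 counts the numbers were 128, 282, 94, 46, 127, 61, 185 and 127 for tendencies 0 to 7, from a smaller union. Correlation on linear CPM left 97 genes in tendency 3. A minimum correlation of 0.95 left 161 genes in tendency 2 and 186 in tendency 5, with 598 genes in none. Profiles of 2-fold steps gave 14 genes in tendency 0, 157 in tendency 2, 231 in tendency 3, 110 in tendency 5 and 14 in tendency 7, and the cause was not tested. Taking away the minimum correlation moved nothing, since every gene of the union had passed it, and so says nothing on stability. Tendency 1 held the most genes in 10 of 11 alternatives. With total counts tendency 6 did, with 739 genes against 503.

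The share of the paper's listed genes that moved in the listed direction stayed within its 95% interval, which is wide for the small groups, in 27 of 30 values. Symbols with a single locus gave 93.2% in tendency 4 and 100% in tendency 6, and at least 100 counts gave 100% in tendency 6. The causes were not tested. These alternatives use fewer loci.

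With no count minimum the islet medians in the sets with 0 psu and the hepatocyte median in the 0 vs 8 psu set became 0. With these taken as unchanged in sign, 309 of 324 list medians under alternatives kept their sign and their side of the middle 95% of random lists. A value left this range in 4 and came within it in 2: the median of skeletal muscle genes in the 0 vs 8 psu set was -0.71 and that of exocrine pancreas genes 0.40 with at least 100 counts, that of acute-phase genes in the 0 vs 8 psu set was 0.28 with total counts, that of clock genes in the 8 vs 16 psu set was 0.18 with at least 100 counts, and without matching the glycolysis median in the 0 vs 16 psu set stood at percentile 97.4. The other one of the 2 was the clock list in the 0 vs 8 psu set without matching. A further 9 medians changed sign. Among them were that of ER chaperones in the 0 vs 8 psu set (0.02 with total counts) and that of the islet list in the 0 vs 16 psu set, which was 0.27 with TMM and -0.00462 with at least 100 counts. The cause was not tested.

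Of 11565 log2 fold changes of named genes under alternatives 10927 moved by less than the distance from the centre of their counting interval to its end. Total counts moved them by between -0.02 and 0.15 and changed the sign of 118 of 2313, the upper quartile of 40 and DESeq2 size factors of 5, all near 0. An added 0.1 or 2 CPM cannot change a sign, since the same amount is added to both values, and so says nothing on the stability of directions. The former moved the values by between -2.31 and 2.32 and the latter by between -1.98 and 1.97. Of 90 values of the qPCR genes 28 moved by more than the distance to the end of their counting interval, most of them in the 0 vs 8 psu set and relative to EF1A.

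Depth limits the genes with few counts. 1 count is between 0.0621 and 0.0734 CPM, and the 95% interval of a gene with few counts spans a wide range. For tpi1a (26, 12 and 8 counts), for example, it runs from -3.34 to -0.80 on the log2 scale in the 0 vs 16 psu set. Genes under 10 counts in all libraries got no value.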

Differences from the paper's values

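No test here was chosen after the results were seen. The alternatives named were set before the data were examined.

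The paper gives 934 genes past its criteria in the 0 vs 8 psu set, and the counts gave 1617. Every alternative run differed from the paper's number by more than 1.5 times, from 38 to 3580, with 585 and 1412 the values nearest to it from below and above. The paper gives 1087 genes in the 0 vs 16 psu set, and the counts gave 1834. A minimum of 100 counts (732) and an assumed biological coefficient of variation of 0.2 (818) came within 1.5 times of the paper's number, and the other 10 alternatives did not. For the union the paper gives 1852 genes and the counts gave 2927. An assumed biological coefficient of variation of 0.1 (2637) came within 1.5 times, and the other 11 alternatives did not. In the 8 vs 16 psu set the paper's 734 and the 917 found here are within 1.5 times of each other.

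The paper gives 296,000 annotated genes, and the count table lists 29605 gene identifiers. No alternative applies to this number.

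In the numbers per tendency of Fig 1A, the paper shows about 120 genes in tendency 0, read by eye, and 288 were found; at least 100 counts (128) came within 1.5 times and the other 10 alternatives did not. It shows about 150 in Fig 1A, read by eye, for tendency 2, and 276 were found; CPM on a linear scale (198), a minimum correlation of 0.95 (161) and 2-fold steps (157) came within 1.5 times and the others did not. For tendency 3 it shows about 69 in Fig 1A, read by eye, and 149 were found; at least 100 counts (46) and CPM on a linear scale (97) came within 1.5 times and the others did not. For tendency 6 it shows about 180 in Fig 1A, read by eye, and 524 were found. For tendency 7 it shows about 170 in Fig 1A, read by eye, and 314 were found. In both, at least 100 counts (185 and 127) came within 1.5 times and the other alternatives did not. Tendencies 1, 4 and 5 were within 1.5 times.

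For the qPCR genes the RNA-Seq bars of Fig 6 were read by eye and set beside the 0 vs 16 psu log2 fold change of the counts. Of 18 loci 13 had the sign of the figure, and 10 were within the counting interval or the reading error of 0.1. Relative to EF1A, the reference gene of Fig 6, 16 of 18 loci had the sign of the figure and 6 were within these limits. Outside it were the following. The paper shows GSTT1 at about -1.5 in Fig 6, read by eye, and gstt1b was -0.71. The paper shows NR1H4 at about 1.3 in Fig 6, read by eye, and nr1h4 was -0.44. SERPINF2 is at about 1.5 in Fig 6, read by eye, and serpinf2b was 0.32, while its paralog serpinf2a was 1.50. CDS2 is at about 1.7 in Fig 6, read by eye, and cds2 was -0.57. HK2 is at about 2.4 in Fig 6, read by eye, and hk2 was 0.27. CERS2 is at about 3.9 in Fig 6, read by eye, and cers2a was -0.0109 and cers2b -0.14. PNPLA2 is at about 4.1 in Fig 6, read by eye, and pnpla2 was -0.19. Table 6 gives the same primers for PNPLA2 and CDK2. For each of these 8 loci all 5 alternatives, among them values relative to EF1A and the 0 vs 8 psu set, also differed from the paper's. A locus of the same symbol need not be the one the paper measured.

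The paper states that tendency 1 held the most genes. It did so here with TMM and in 10 of 11 alternatives, and with total counts tendency 6 held more (739 against 503). The paper lists folate biosynthesis among the pathways that fall between 0 and 8 psu. The 2 matched loci did not fall: gch1 had 0.44 and alpl had 0.02. The paper also lists ALPL as lower between 8 and 16 psu, where alpl went from 140 to 80 counts. In the list of oxidative phosphorylation genes ndufs1 (0.02) and cox7a2l (0.09), which the symbol COX7A2 also matched, were not lower, while 14 of 16 loci were. The paper draws APOE as lower at 16 than at 8 psu in Fig 4, and apoeb had 1.65. Plasminogen is stated to be highly expressed as salinity rises, and plg had 0.08 at 16 psu against 0 psu. Triosephosphate isomerase is listed among the genes that rise between 8 and 16 psu, and tpi1a had -0.48, while 5 of 7 glycolysis loci rose. The tpi1a value rests on 12 and 8 counts, did not pass the criteria and is too uncertain to give a direction. In arginine and proline metabolism odc1 is listed as rising from 0 to 16 psu and had -0.72, while otc rose by 2.58. The paper also lists ODC1 among the genes that fall between 0 and 8 psu, where odc1 had -1.40.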

Other observations

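Of the tests below, those on small proteins with short mRNAs, large subunits, the circadian clock, hypoxia-responsive genes and acute-phase genes were chosen after the results were seen. Those on a few genes taking most counts, on pancreatic tissue and on vitellogenin were planned. A planned test on transcript length could not be run for want of lengths.

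The lower expression of ribosomal protein, oxidative phosphorylation, proteasome and mitochondrial ribosomal protein genes at 8 psu was weighed against technical explanations. A few genes taking most of the counts was argued against: over 4 scalings of the library sizes the highest median of the ribosomal proteins between 0 and 8 psu was -0.56. Transcript lengths are not in the gene name table. In their place 83 loci of other small proteins with short mRNAs were used, and they had medians of -0.32 between 0 and 8 psu and -0.38 between 0 and 16 psu, both at percentile 0 of matched random lists. With at least 100 counts these were -0.23 and -0.16 (percentiles 0.12 and 1.27), while the ribosomal proteins kept -0.64 and -0.74. Loss of short mRNAs in the saline libraries could therefore account for part of the pattern, though the ribosomal proteins fell further (-0.68). The 21 large subunits of the respiratory chain, the proteasome and the mitochondrial ribosome had a median of -0.37 at 8 psu (percentile 0.62) and -0.19 at 16 psu (percentile 12.5, within the middle 95% of matched random lists), so that regulation of whole complexes was not excluded at 8 psu and no value decides at 16 psu. By part, the 7 large subunits of the respiratory chain had a median of -0.10 against -0.52 for all 78 loci, above the middle 95% of equally large picks from that list (-1.05 to -0.17). This argues against regulation of the whole respiratory chain whatever the mRNA length. The 11 large proteasome subunits fell by 0.57, as far as all 40 loci (-0.51, middle 95% of picks -0.83 to -0.33), which argues against loss of short mRNAs as the whole explanation for the proteasome. Short mRNAs being lost and a response to salinity stay open for the ribosomal proteins, since both were found in the same 2 pairs of libraries.

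Exocrine pancreas lies within the hepatopancreas, and a changed share of it in the pools was considered. The 8 loci of the exocrine pancreas list had a median log2 fold change of 0.24 between 0 and 8 psu (percentile 94.2), 0.19 between 0 and 16 psu and -0.02 between 8 and 16 psu, the last of which changed sign with total counts. The 4 enzyme genes with at least 10000 counts in every library, prss1 (0.57), ela2 (0.14), cpb1 (0.10) and ela2l (-0.10), lay 0.67 apart between 0 and 8 psu. Without replicates it is not known whether such a spread exceeds that between pools, so a changed share of pancreas could be present or not. In the erythrocyte list 4 loci had medians of 0.12, -0.14 and -0.26 in the 3 sets, of which the second changed sign with total counts (0.01).

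Of the estrogen-responsive liver genes, only vtg, a vitellogenin gene, matched a locus. It had 6407, 1588 and 1965 counts at 0, 8 and 16 psu, with a log2 fold change of -2.03 between 0 and 8 psu. Fish of another sex or stage in a pool could give such a difference, and 1 locus does not decide it. The sex of the pooled fish is not given in the sources used here.

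gck fell to -6.08 and pck1 rose to 3.25 on the log2 scale between 0 and 16 psu, and a different time of day of sampling was considered. The 28 loci of the clock list had medians of 0.22 at 8 psu, 0.38 at 16 psu (percentile 99.99) and 0.13 between 8 and 16 psu. At 16 psu the period, cryptochrome, rev-erb and PAR bZIP genes had a median of 0.38 over 18 loci, with 16 higher and 1 over 2-fold, and the bmal, clock and npas2 genes had -0.36 over 4 loci. The 2 arms of the clock moved apart, as a shift in time would give, but by less than 2-fold, so a different sampling time may have contributed and cannot be told apart from a metabolic response to salinity. Times of sampling are not given in the sources used here.

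Genes of the HIF-1 pathway rose at 16 psu, and low oxygen in the fish was considered. The 22 hypoxia-responsive loci that the paper does not name had a median of -0.13 between 0 and 16 psu (percentile 17.6), with 10 higher and 12 lower. All 27 loci, of which the paper names 5, had 0.18. A median near 0 over genes that go both ways does not decide whether low oxygen could have played a part. The paper's methods state a minimum of dissolved oxygen that was maintained during the experiment. They give no separate value for the time of sampling.

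hp, the haptoglobin gene, had 2254, 1621 and 14909 counts and rose by 2.93 on the log2 scale between 8 and 16 psu, with CP and c7b. An acute-phase reaction in the 16 psu pool is a candidate explanation. The 15 other acute-phase loci that the paper does not name had a median of 0.28 between 8 and 16 psu (percentile 99.85), with 12 of 15 higher, and 0.24 between 0 and 16 psu with 13 higher. Of them 5 are also in the hepatocyte list, and without those the medians were 0.49 and 0.28. An injury or infection in 1 or several of the 8 pooled fish and a response to 16 psu would both give this, and it was not tested which.

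The whole enterocyte list of 10 loci, with those the paper names, had medians of -1.42 and -1.61 against 0 psu and -0.06 between 8 and 16 psu, the last over the 6 loci above 3 counts in 1 of these libraries. The islet list of 10 loci had 0.28 and 0.27 against 0 psu, and 0.01 between 8 and 16 psu over the 9 loci above 3 counts.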
